# Accumulation of acetaldehyde in *aldh2.1*^*−/−*^ zebrafish causes increased retinal angiogenesis and impaired glucose metabolism

**DOI:** 10.1016/j.redox.2022.102249

**Published:** 2022-01-26

**Authors:** David Philipp Wohlfart, Bowen Lou, Chiara Simone Middel, Jakob Morgenstern, Thomas Fleming, Carsten Sticht, Ingrid Hausser, Rüdiger Hell, Hans-Peter Hammes, Julia Szendrödi, Peter Paul Nawroth, Jens Kroll

**Keywords:** RCS, reactive carbonyl species, ROS, reactive oxygen species, AGEs, advanced glycation endproducts, Glo, glyoxalase, Akr, aldo-keto reductase, Aldh, aldehyde dehydrogenase, AA, acetaldehyde, 4-HNE, 4-hydroxynonenal, MG, methylglyoxal, MDA, malondialdehyde, ACR, acrolein, JNK, C-Jun N-terminal kinases, MAPK, mitogen-activated protein kinases, *pdx1*, pancreatic and duodenal homeobox 1, VEGF, vascular endothelial growth factor, *gck*, glucokinase, *g6pc*, glucose-6-phosphatase, Aldehyde dehydrogenase (ALDH), Acetaldehyde (AA), Reactive carbonyl species (RCS), Glucose metabolism, Microvascular organ complications, Zebrafish

## Abstract

Reactive carbonyl species (RCS) are spontaneously formed in the metabolism and modify and impair the function of DNA, proteins and lipids leading to several organ complications. In zebrafish, knockout of the RCS detoxifying enzymes glyoxalase 1 (Glo 1), aldehyde dehydrogenase 3a1 (Aldh3a1) and aldo-ketoreductase 1a1a (Akr1a1a) showed a signature of elevated RCS which specifically regulated glucose metabolism, hyperglycemia and diabetic organ damage. *aldh2.1* was compensatory upregulated in *glo1*^*−/−*^ animals and therefore this study aimed to investigate the detoxification ability for RCS by Aldh2.1 in zebrafish independent of ethanol exposure. *aldh2.1* knockout zebrafish were generated using CRISPR/Cas9 and subsequently analyzed on a histological, metabolomic and transcriptomic level. *aldh2.1*^*−/−*^ zebrafish displayed increased endogenous acetaldehyde (AA) inducing an increased angiogenesis in retinal vasculature. Expression and pharmacological interventional studies identified an imbalance of *c*-Jun N-terminal kinase (JNK) and p38 MAPK induced by AA, which mediate an activation of angiogenesis. Moreover, increased AA in *aldh2.1*^*−/−*^ zebrafish did not induce hyperglycemia, instead AA inhibited the expression of glucokinase (*gck)* and glucose-6-phosphatase (*g6pc)*, which led to an impaired glucose metabolism. In conclusion, the data have identified AA as the preferred substrate for Aldh2.1's detoxification ability, which subsequently causes microvascular organ damage and impaired glucose metabolism.

## Highlights

• ALDH2.1 was compensatory upregulated in glyoxalase 1 zebrafish mutants.
• Loss of ALDH2.1 increases acetaldehyde leading to vascular retinal alterations.
• Acetaldehyde controls glucose metabolism via glucose-6-phosphate and glucokinase.
• Altered JNK and p38 cause microvascular complications.

## 1 Introduction

Reactive carbonyl species (RCS) are a class of metabolites that show correlations to impaired glucose metabolism, insulin resistance and microvascular damage [[1], [2], [3], [4]]. The best studied representative of these molecules, methylglyoxal (MG), is known for its toxic capabilities as a precursor of advanced glycation end products (AGEs). Detoxification of MG is utilized by the glyoxalase (Glo) enzyme system consisting of *glo1* and *glo 2* [[5], [6], [7]]; [[5], [6], [7]] [[5], [6], [7]] however, recent studies in zebrafish and mice revealed that knockout of *glo1* only led to 50% increase of endogenous MG. Consequently, *glo1* knockout zebrafish, although showing an impaired glucose tolerance, did not develop organ damages and only after high calorie intake, they showed an altered retinal blood vasculature consistent with pathological findings in clinical diabetic retinopathy [8,9]. These results suggested that loss of the MG detoxifying ability of *glo1* can be compensated in vivo by other enzyme systems. In fact, activity measurements in *glo1* mutants for aldehyde dehydrogenases (Aldh) and aldo-keto reductases (Akr) indicated that these two enzyme families may act as alternative detoxification systems for MG [8,9]. Subsequent studies on different Aldh and Akr subclass members in zebrafish, including generation and analysis of *aldh3a1* and *akr1a1a* zebrafish mutants, found not MG, but 4-hydroxynonenal (4-HNE) for Aldh3a1 and acrolein (ACR) for Akr1a1a as the preferred detoxified RCS. Intriguingly, although glucose metabolism was impaired in both mutants, increased 4-HNE in *aldh3a1* mutants disrupted the pancreas leading to hyperglycemia and retinal vessel alterations, while increased ACR in *akr1a1a* mutants led to insulin resistance and hallmarks of diabetic retinopathy and diabetic nephropathy in adult animals [10,11]. In conclusion, the data have identified a specific signature of RCS and their corresponding detoxifying enzymes in regulating glucose metabolism and alterations in these systems led to impaired glucose tolerance, insulin resistance, hyperglycemia and microvascular complications.

*aldh2.1* expression was also increased in *glo1*^*−/−*^ zebrafish mutants [8]. *aldh2.1* is the zebrafish homolog to human *aldh2,* which can detoxify a variety of reactive metabolites, including acetaldehyde (AA), 4-HNE, malondialdehyde (MDA) and MG [[12], [13], [14], [15]]. Because Aldh2 oxidizes AA to acetic acid, it is well studied for its importance in alcohol metabolism and alcohol-induced stress complications, where it plays a critical role in alcoholic liver disease and cardiovascular disease [[16], [17], [18]]. In addition, loss of a*ldh2* can increase reactive oxygen species (ROS), which leads to mitochondria dysfunction and upregulation of cytochrome P450 2E1 (CYP2E1) [[19], [20], [21]]. Yet, Aldh2's contribution to reactive metabolite detoxification, regulation of glucose metabolism and formation of diabetic microvascular complications independently of ethanol exposure is not understood.

Therefore, the study aimed to evaluate the detoxification ability of Aldh2.1 for different RCS in zebrafish and to identify a potential regulatory function of Aldh2.1 on glucose metabolism, organ physiology and diseases. Our data identified that the loss of *aldh2.1* in zebrafish caused an increased endogenous AA concentration, which subsequently impaired the glucose metabolism and induced microvascular damages in retinal blood vessels in zebrafish larvae and adults.

## 2 Results

### 2.1 Generation and validation of aldh2.1^−/−^ knockout zebrafish

Recent studies in vertebrates and mammals indicated a major role of Aldh enzymes in detoxifying short and long chained RCS [12,13,15,22,23]. To investigate the impact of Aldh2.1 on RCS detoxification and regulation of glucose metabolism, we created an *aldh2.1* knockout zebrafish model as previous studies [8,24] suggested a compensatory function of *aldh2.1* in reactive metabolite detoxification.

The Aldh2.1 enzyme is expressed in human, mouse and zebrafish. However, similarities of the enzyme amino acid sequence between different species has not been described yet. Therefore, the first step of the study was the alignment of amino acid sequences between zebrafish and human, and zebrafish and mouse resulting in a 78.2% similarity between zebrafish and human and likewise 77.4% for zebrafish and mouse. The cysteine and glutamic amino acids in the active sites across the species are completely preserved and stay unchanged throughout each species (Fig. 1A). Up to date, an *aldh2.1*^*−/−*^ zebrafish line has not been generated, thus a knockout for *aldh2.*1 by using CRISPR/Cas9 technology was established. First, CRISPR-guideRNA (gRNA) targeting exon 3 of *aldh2.1* was synthesized and injected together with Cas9 mRNA into one-cell stage *Tg(fli1:EGPF)* zebrafish embryos. Sequencing identified a reading frame shift mutant due to a deletion of five nucleotides, which was then utilized for further breeding and studies (Fig. 1B). To validate successful generation of the homozygous *aldh2.1*^*−/−*^ mutant, a Western blot was performed and showed the complete loss of the Aldh2.1 protein in liver (Fig. 1D). The gross morphology of *aldh2.1*^*−/−*^ larvae at 5 day-post-fertilization (dpf) was not altered compared to *aldh2.1*^*+/+*^ littermates (Fig. 1C); however, in few *aldh2.1*^*−/−*^ embryos/larvae the livers appeared enlarged. Intriguingly, survival rates of adult *aldh2.1*^*−/−*^ animals deviated from the estimated Mendelian distribution and was significantly lower than expected. Out of 282 adult zebrafish, 99 (35.1%) were *aldh2.1*^*+/+*^, 122 (43.2%) were *aldh2.1*^*+/−*^ and only 61 (21.7%) had the Δ5 bp version *aldh2.1*^*−/−*^ (Fig. 1E), These results showed that permanent loss of Aldh2.1 negatively affects the survival of zebrafish.

**Fig. 1:**
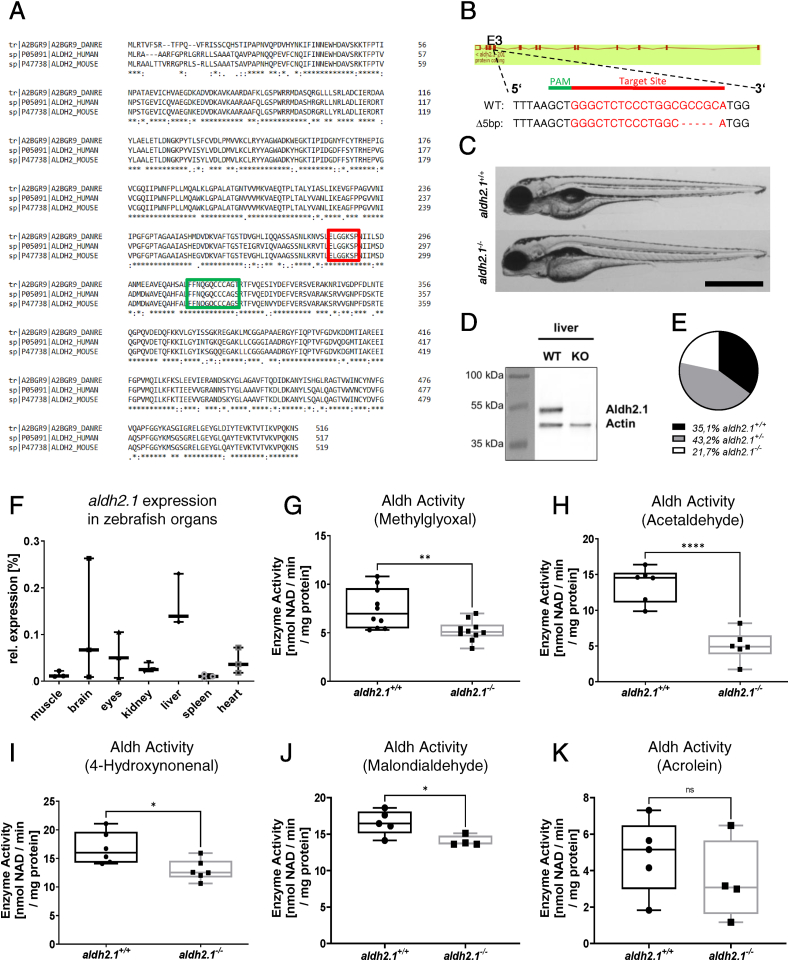
**Generation and validation of an *aldh2.1***^***−/−***^**zebrafish line. A**: Amino acid alignment of Aldh2 across different species displays a high similarity between zebrafish (first line), human (second line) and mouse (third line); glutamic acid active site (red) and cysteine active site (green) are indicated. **B**: *aldh2.1*-CRISPR-target site was designed for exon 3 and CRISPR/Cas9 induced five nucleotides base pair deletion was selected for further studies. **C**: Images of *aldh2.1*^*+/+*^ and *aldh2.1*^*−/−*^ larvae showed no difference at 5 dpf. Black scale bar: 500 μm. **D**: Western blot for Aldh2.1 and Actin proteins in adult liver confirmed the loss of Aldh2.1 in *aldh2.1*^*−/−*^ mutants. **E**: Adult a*ldh2.1*^*+/−*^ and *aldh2.1*^*−/−*^ animals are underrepresented according to the Mendelian distribution. a*ldh2.1*^*+/+*^ = 99 *(35.1%),* a*ldh2.1*^*+/−*^ = 122 (43.2%) and *aldh2.1*^*−/−*^ = 61 (21.7%). **F**: *aldh2.*1 mRNA expression in *aldh2.1*^*+/+*^ zebrafish was highest in liver (15%) followed by brain (6.8%) and eyes (5%). Expression was quantified via RT-qPCR and normalized to b2m, n = 3, one organ per sample. **G-K**: *aldh2.1*^*−/−*^ mutants displayed decreased Aldh enzyme activity with MG (**G**) as substrate, n = 10; AA (**H**) as substrate, n = 6; 4-HNE (**I**) as substrate, n = 6 and MDA (**J**) as substrate, n = 4–5, but unaltered Aldh enzyme activity with ACR (**K**) as substrate, n = 4–5. Enzyme activity was quantified via spectrophotometry of NAD metabolic rate (nmol NAD \ min \ mg protein) in zebrafish lysates at 96 hpf, 50 larvae per clutch. Statistical analysis was done via Student's t-test, ns = not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

Since expression of *aldh2.1* in adult zebrafish was unknown, RT-qPCR analysis was used to study expression of *aldh2.1* throughout zebrafish organs (Fig. 1F). We found highest expression of *aldh2.1* in liver (15%) followed by brain (6.8%) and eyes (5%) as compared to the expression of the house keeping gene b2m. Overall, these results confirmed expression of *aldh2.1* in zebrafish organs comparable to other vertebrates [25]. Next, a set of Aldh enzyme activity measurements were performed using different RCS as substrates to confirm that the *aldh2.1* knockout resulted in a functional reduction of total Aldh enzyme activity. A significant reduction of total Aldh enzyme activity in lysates from *aldh2.1*^*−/−*^ larvae could be observed with the following substrates: AA (67%, Fig. 1H), MG (31%, Fig. 1G), 4-HNE (23%, Fig. 1I) and MDA (16%, Fig. 1J). Total Aldh enzyme activity with ACR (Fig. 1K) as substrate was also reduced by 28%, but was not significant. These results not only further demonstrated the successful generation of *aldh2.1*^*−/−*^ mutants, but also identified a capacity of the Aldh2.1 enzyme in the detoxification of several RCS in zebrafish.

### 2.2 Loss of aldh2.1 led to angiogenesis in the retinal vasculature of zebrafish larvae and adults

In previous studies it could be shown that elevated exogenous and endogenous reactive metabolites damaged the microvasculature via an impaired glucose metabolism in zebrafish eyes [8,10,11]. To investigate a potential consequence of the *aldh2.1* knockout on vascular development, we analyzed the vasculature in larval and adult zebrafish by confocal microscopy. An increase in branch points in the hyaloid vasculature of *aldh2.1*^*−/−*^ zebrafish larvae compared to *aldh2.1*^*+/+*^ *larvae* at 5 dpf (Fig. 2A,C) could be identified. Quantification of vasculature in adult retinae at 12 mpf confirmed these results. a*ldh2.1*^*−/−*^ adults also had an increase of branch points in the high-density areas of the retina vasculature compared to *aldh2.1*^*+/+*^ adults (Fig. 2B,D). Moreover, a digest preparation of adult retinae using trypsin and a subsequent Mayer's hematoxylin staining (Fig. 3) revealed a loss of 10% vascular mural cell coverage (Fig. 3E) [26,27], with no change of endothelial cell numbers (Fig. 3D) in *aldh2.1*^*−/−*^ zebrafish vessels. Also, vessels of adult *aldh2.1*^*−/−*^ zebrafish were wider than *aldh2.1*^*+/+*^ zebrafish vessels (Fig. 3B) and subsequently had a 10% increase in capillary area per vessel (Fig. 3C).

**Fig. 2:**
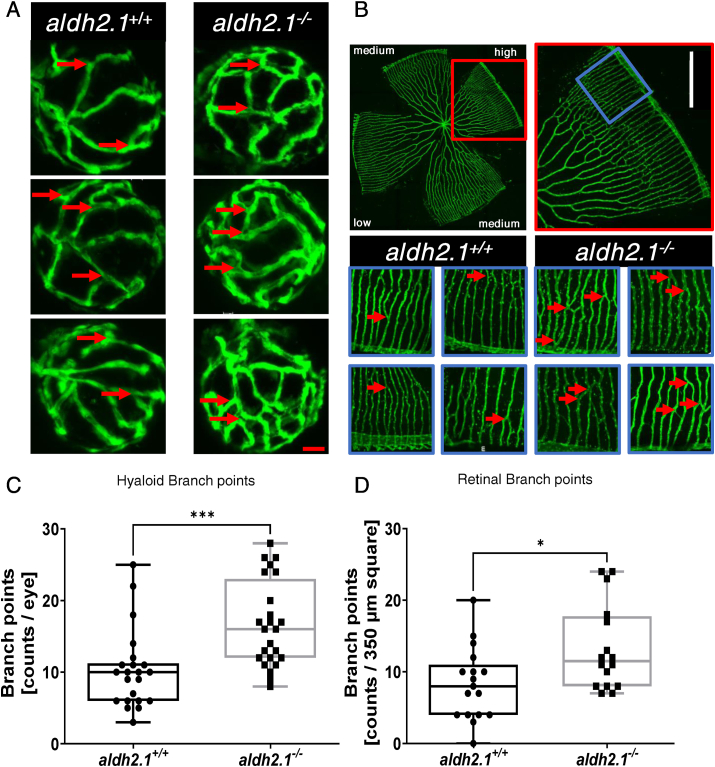
**Loss of *aldh2.1* led to increased angiogenesis in the retinal vasculature of zebrafish larvae and adults. A**: Representative confocal images of hyaloid vasculature in zebrafish larvae at 120 hpf displayed increased branching. Red scale bar: 20 μm, red arrows: branch points as counted for quantification. **B**: Representative confocal images of adult zebrafish retinae showed increased angiogenesis. White Scale Bar: 350 μm, red rectangle: high-density subdivision, blue rectangle 350 μm square, red arrows: branch points as counted for quantification. **C**: Quantification of larval hyaloid vasculature showed increased numbers of branch points in *aldh2.1*^*−/−*^ mutants, n = 22–24 eyes per group. **D**: Quantification of retinal vasculature showed increased numbers of branch points in *aldh2.1*^*−/−*^ adults, n = 16–17 350 μm squares per group, statistical analysis was done via Student's - test, *p < 0.05, ***p < 0.001. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

**Fig. 3:**
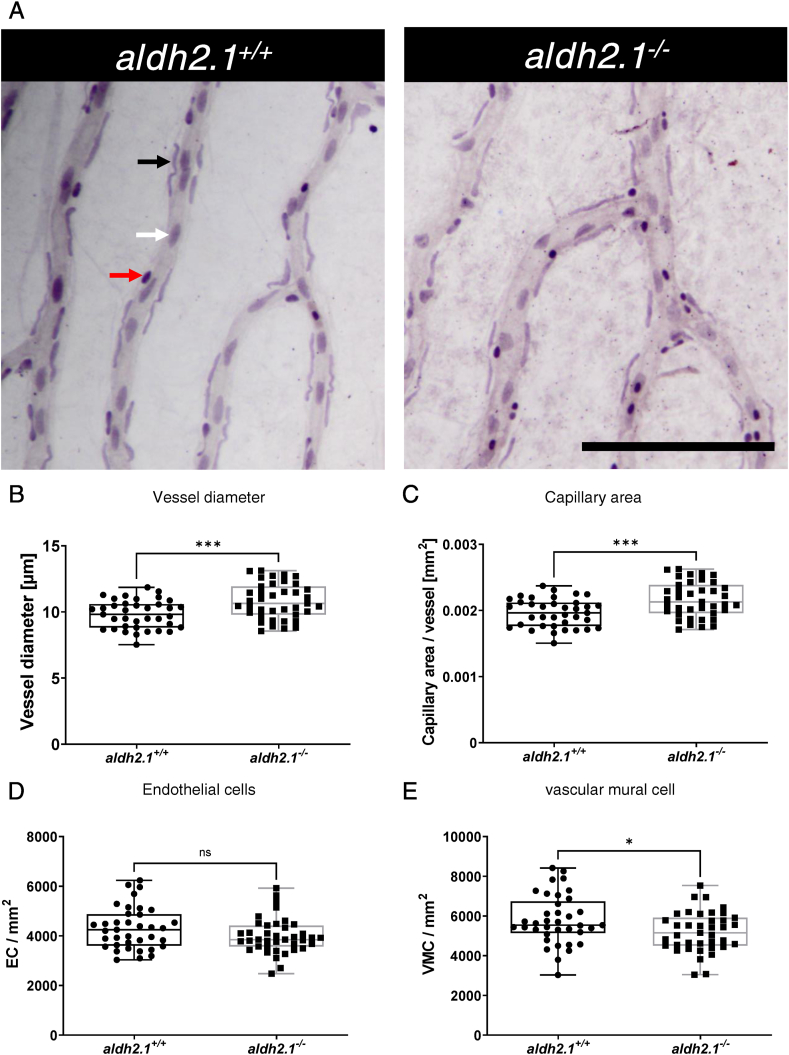
**Thickening of blood vessels and reduction of vascular mural cell coverage in *aldh2.1***^***−/−***^**retinae. A:** Representative light microscopy images of zebrafish retinae prepared with trypsin digestion and hematoxylin staining. Red Arrow: erythrocyte, black arrow: pericyte, white arrow: endothelial cell, black scale bar: 100 μm. **B-E:** Quantification of vascular parameters. **B:** Increased vessel diameter, **C:** Increased capillary area, **D:** Unaltered endothelial cell count and **E:** Reduced vascular mural cell count. n = 37–39. Statistical analysis was done via Student's t-test, ns = not significant, *p < 0.05, ***p < 0.001. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

In addition to eyes, zebrafish kidneys were also analyzed. In contrast, no apparent alterations have been found with PAS staining (Fig. S3) nor with electron microscopy (Fig. S4). These results revealed that the functional loss of Aldh2.1 led to an alteration of vasculature with similarities to patients suffering from retinopathy. Since few reports have reported an association between reactive metabolites and retinal damage [3,4,28], measurements of several reactive metabolites in larvae and adult zebrafish were performed.

### 2.3 aldh2.1^−/−^ mutants displayed an elevation of endogenous AA and decreased postprandial blood glucose

Previous studies on diabetic organ complications with the Aldh3a1 enzyme revealed an impaired RCS detoxification as the cause for the increases in angiogenesis in retinal blood vessels [10]. However, whether the impaired detoxification activity (Fig. 2G–K) in *aldh2.1*^*−/−*^ mutants translated into a similar elevation of endogenous reactive metabolites or impairment of glucose metabolism remained unknown. Thus, we conducted a series of measurements of glucose and reactive metabolites in 96 hpf old larvae and in adult zebrafish organs. In larvae, no changes in whole-body glucose (Fig. 4A), MG (Fig. 4B), Glyoxal (Fig. S6H), 4-HNE (Fig. 4D) and ACR (Fig. 4E) were found. However, we could identify an elevation of the reactive metabolite AA (Fig. 4C), which was 4.2-fold higher in *aldh2.1*^*−/−*^ larvae compared to *aldh2.1*^*+/+*^, but the metabolome remained unaltered (Fig. S5). In adult zebrafish, AA concentration was increased 4.3-fold in liver of fasted *aldh2.1*^*−/−*^ zebrafish (Fig. 4H). Yet, fasting and postprandial MG (Fig. 4G,J) were unchanged. Interestingly, while fasting blood glucose levels were unchanged in *aldh2.1*^*−/−*^ adults (Fig. 4F), postprandial measurements revealed reduced levels of blood glucose (Fig. 4I). In summary, the data have identified AA as the primary RCS of Aldh2.1's detoxification activity in zebrafish. Even though *aldh2.1* knockout has an impact on total Aldh enzyme activity for a wide spectrum of RCS (Fig. 1G–K), only AA accumulated in vivo.

**Fig. 4:**
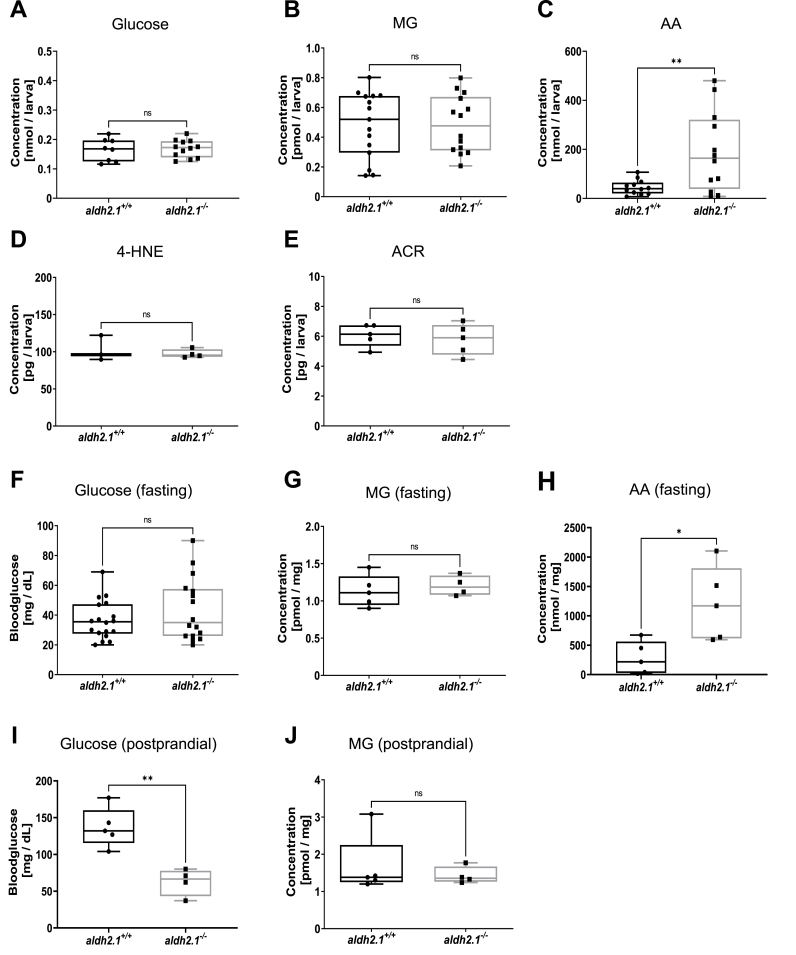
***aldh2.1***^***−/−***^**mutants displayed an elevation of endogenous AA and lowered postprandial blood glucose**. A–E: Determination of glucose and endogenous reactive metabolites in 96 hpf old zebrafish larvae displayed significantly increased AA **(C)** in *aldh2.1*^*−/−*^ mutants, but no changes for glucose (**A**), MG (**B**), 4-HNE (**D**) or ACR (**E**), n = 3–15 clutches, 50 larvae per clutch. Measurements were done via ELISA (**A,D,E**) or GC-MS/LC-MSMS (**B,C**). **F-J**: Glucose and endogenous reactive metabolites in adult zebrafish displayed significantly increased AA (**H**) in *aldh2.1*^*−/−*^ liver and decreased postprandial blood glucose (**I**). MG (**G,J**) in fasted and postprandial zebrafish eyes as well as fasting blood glucose (**F**) stayed unaltered in *aldh2.1*^*−/−*^ zebrafish, n = 4–18. Measurement of blood glucose was perfomed with a glucometer. MG and AA were measured via GC-MS and LC-MSMS respectively. Statistical analysis was done via Student's t-test, ns = not significant, *p < 0.05, **p < 0.01.

### 2.4 aldh2.1^−/−^ mutants exhibited aggravated stress-signaling and an impairment of glycolysis

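RNA was sequenced from whole larvae at 120 hpf, from 5 clutches of *aldh2.1*+/+ and 5 clutches of *aldh2.1*-/- larvae with 50 larvae pooled per clutch. For each clutch, the authors deposited an estimated read count per gene, not normalized, and a TPM value, scaled for transcript length and to the same total in each library, for 32520 Ensembl genes. Between 57.1% and 58.6% of the counts in a library are whole numbers, so reads that match several genes were shared among them by an estimate. Total counts ranged from 20192749 to 20435791 in *aldh2.1*+/+ larvae (median 20348700) and from 19792930 to 20703518 in *aldh2.1*-/- larvae (median 20431645), and the 10 most abundant genes held between 13.1% and 17.6% of them. The counts were rounded, normalized with the TMM method of edgeR, and compared between genotypes with the edgeR quasi-likelihood test on 21532 genes that passed the expression filter of edgeR, with Benjamini-Hochberg adjustment. Libraries of the same genotype differed by more than counting noise (chi-square per degree of freedom 7.47 to 77.1).
The targeted gene *aldh2.1*, listed as ALDH2 in the annotation, had 71.3, 149.6, 55.9, 85.4 and 94.3 normalized counts in the 5 *aldh2.1*-/- libraries and 208, 222, 254, 209.9 and 208 in the 5 *aldh2.1*+/+ libraries. The means ± SD were 91.3 ± 35.7 and 220.4 ± 19.8, a log2 fold change of −1.27 (SE 0.21, adjusted p = 0.134 by edgeR, two-sided exact permutation p = 0.00794, the smallest possible with 5 against 5 clutches). A set of 29 tested genes, called the genes named in the paper below, also holds paralogs that the paper does not name, *aldh2.2* included. Adjusted over this set alone, the edgeR p of *aldh2.1* was 0.000631. Its test over all genes depended most on the method: with DESeq2 the adjusted p was 2.72e-05, and over all alternatives the adjusted p ranged from 2.72e-05 to 0.415. The paralog *aldh2.2* had 37.8 ± 5.85 counts in *aldh2.1*-/- and 292 ± 28.8 in *aldh2.1*+/+ larvae (log2 fold change −2.95, SE 0.13, adjusted p = 2.08e-07 by edgeR). None of the counts of either gene was a whole number in any of the 10 libraries, so part of their reads was assigned by an estimate. Summed over both genes, the counts were 129 ± 40.5 and 512 ± 46.3 (log2 fold change −1.99, SE 0.17, adjusted p = 0.00102 by edgeR).
Among all 21532 genes, 2 had an adjusted p under 0.05, both lower in *aldh2.1*-/- larvae: *aldh2.2* and ENSDARG00000099154, a gene without a symbol (54.8 ± 16.2 against 185.6 ± 15.6 counts, log2 fold change −1.76, SE 0.19, adjusted p = 0.00433). At an unadjusted p under 0.05 there were 1086 genes (5.04% of those tested). The number past the adjusted threshold moved most without *aldh2.1*-/- replicate 5, with 48 genes (36 higher and 12 lower).

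**Figure D1:**
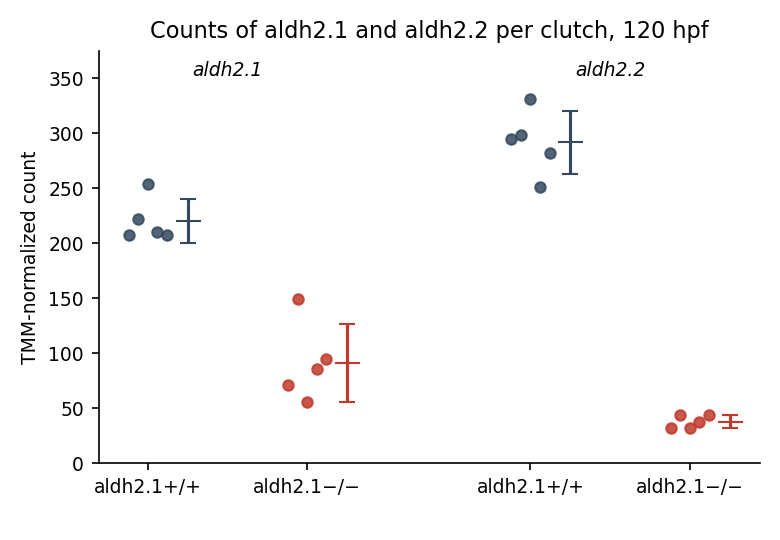
Normalized counts of *aldh2.1* and *aldh2.2* in each of the 10 libraries, by genotype, with the mean and SD. For both genes, all 5 *aldh2.1*-/- libraries lie under all 5 *aldh2.1*+/+ libraries, a pattern that 0.794% of genes would show in either direction by chance.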

In order to investigate the underlying mechanism causing the vascular alterations in *aldh2.1*^*−/−*^ mutants and to address why *aldh2.1*^*−/−*^ mutants developed a decrease in postprandial blood glucose, we performed an RNA-sequencing analysis in zebrafish larvae with an emphasis on pathways analysis. 

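For the 20 pathways of Fig. 5A, gene lists were written by hand from general knowledge of each pathway, because no KEGG table was used here. All tested genes with a symbol were ranked by the direction and size of the edgeR statistic, and each list was tested with fgsea against 10000 permutations of the genes. With this test, 19 of the 20 lists had an adjusted p under 0.05, of which 9 were higher and 10 lower in *aldh2.1*-/- larvae. The highest NES values belonged to ECM-receptor interaction (2.28, 90 genes, of which 72 were higher), focal adhesion (2.24, 250 genes) and tight junction (1.93, 205 genes), followed by regulation of actin cytoskeleton (1.89, 254 genes) and cardiac muscle contraction (1.85, 122 genes). The members with the smallest p in these lists include *COX5B* (log2 fold change 0.76, SE 0.14, adjusted p = 0.301 by edgeR), *chad* (0.48, SE 0.10, adjusted p = 0.452), *myh7ba* (0.72, SE 0.20), *MYL2* (0.42, SE 0.13), *ITGA1* (0.57, SE 0.21) and *col9a1b* (0.29, SE 0.09), all higher in *aldh2.1*-/- larvae. Over the alternatives that use all libraries, the adjusted p ranged from 0.00202 to 0.617 for *COX5B* and from 0.0084 to 0.989 for *chad*. Those of *myh7ba*, *MYL2*, *ITGA1* and *col9a1b* stayed above 0.05.
Permuting genes treats the members of a list as independent of each other. With camera, which tests a shift of the whole list, 7 of the 20 lists had an adjusted p under 0.05 at a correlation of 0.01 between members. With the correlation estimated for each list, 0 of the 20 lists had an adjusted p under 0.05, and 1 list (apoptosis) had an unadjusted p under 0.05. When the mean level of each list was compared between the 5 *aldh2.1*-/- and 5 *aldh2.1*+/+ clutches by a two-sided exact permutation test, 1 of 20 lists had p under 0.05 (pantothenate and CoA biosynthesis, p = 0.0317) and 0 after adjustment (smallest adjusted p = 0.397). Without *aldh2.1*-/- replicate 1, ECM-receptor interaction did not pass (NES 1.24). The genes *aldh2.1* and *aldh2.2* belong to all 10 lower lists. Without the genes whose symbol starts with aldh, 0 of these 10 lists had an adjusted p under 0.05 and 2 had an unadjusted p under 0.05 (pantothenate and CoA biosynthesis, still lower, and fatty acid degradation, now higher). The higher lists hold no aldh gene.

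**Figure D2:**
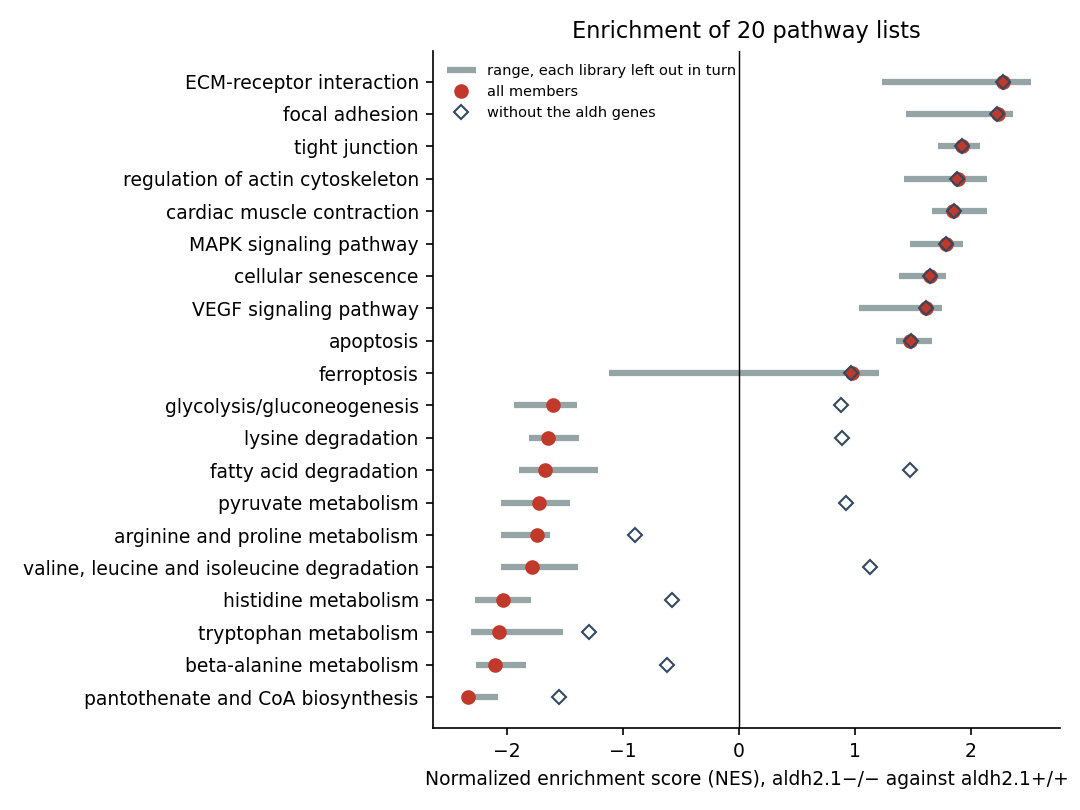
NES of the 20 gene lists, *aldh2.1*-/- against *aldh2.1*+/+ larvae, with all members (filled points, bars for the range when each library is left out in turn) and without the genes whose symbol starts with aldh (open diamonds). The 10 lower lists lie under 0 with all members, and 5 of them lie above 0 without the aldh genes.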

The Kyoto-encyclopedia of gene and genomes (KEGG) pathway analysis revealed several pathways significantly regulated by the *aldh2.1* knockout, including but not limited upregulated stress signaling and a downregulated energy metabolism (Fig. 5A). 

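The apoptosis list (152 genes, 92 of them higher in *aldh2.1*-/- larvae) had an NES of 1.48 (adjusted gene-permutation p = 0.00843), the cellular senescence list (174 genes, 111 higher) of 1.65 (p = 0.00216) and the ferroptosis list (55 genes, 26 higher) of 0.97 (p = 0.494). Leaving out 1 library at a time, the NES ranged from 1.36 to 1.67 for apoptosis, from 1.38 to 1.78 for senescence and from −1.12 to 1.21 for ferroptosis. Ranked by log2 fold change instead, apoptosis did not pass (NES 1.25, adjusted gene-permutation p = 0.0979), while senescence did (1.65, p = 0.00158). In these 3 lists, 0 members had an adjusted p under 0.05 by edgeR, while 9, 5 and 6 members had an unadjusted p under 0.05. Members with small p were *nfkbiaa* for apoptosis (log2 fold change 0.32, SE 0.11, adjusted p = 0.921, two-sided exact permutation p = 0.0159, with 242 ± 23.3 counts in *aldh2.1*-/- and 195 ± 24.5 in *aldh2.1*+/+ larvae), *FOXO1* for senescence (1.04, SE 0.36, with 19.5 ± 10.4 against 9.5 ± 2.59 counts) and *CBS* for ferroptosis (−0.44, SE 0.14).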

Apoptosis, ferroptosis and cell senescence were among those pathways with a normalized enrichment score (NES) between 1.5 and 1.7. 

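The list for VEGF signaling (78 genes) had an NES of 1.62 (adjusted gene-permutation p = 0.00639) and the list for MAPK signaling (384 genes) of 1.79 (p = 0.000658) in *aldh2.1*-/- against *aldh2.1*+/+ larvae. Of the VEGF members, 46 were higher and 32 lower, with a median log2 fold change of 0.04; of the MAPK members, 234 were higher and 150 lower, with a median of 0.05. At an unadjusted p under 0.05 there were 2 VEGF members, both higher, and 27 MAPK members, 22 of them higher, and 0 members of either list passed an adjusted p of 0.05 by edgeR. Members with the smallest p, chosen after their values were seen, are *NR4A1* (log2 fold change 0.77, SE 0.17, adjusted p = 0.594), *HSPB1* (0.43, SE 0.14) and *il1b* (−0.46, SE 0.13). Over the alternatives that use all libraries, the adjusted p of *NR4A1* ranged from 0.018 to 0.989. Those of *HSPB1* and *il1b* stayed above 0.05. Leaving out 1 library at a time, the NES ranged from 1.04 to 1.76 for VEGF, which did not pass without *aldh2.1*-/- replicate 1 (adjusted gene-permutation p = 0.378, from 0.00186 to 0.378 over the alternatives), and from 1.48 to 1.93 for MAPK signaling. The mean level of the VEGF members per clutch was 0.03 ± 0.12 log2 units in *aldh2.1*-/- and −0.03 ± 0.04 in *aldh2.1*+/+ larvae (two-sided exact permutation p = 0.278), and that of the MAPK members 0.04 ± 0.11 and −0.04 ± 0.04 (p = 0.198).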

More importantly, overexpression of VEGF pathway components with a NES of 1.46 (Fig. 5B) and Mitogen-Activated-Protein-Kinases (MAPK) with a NES of 1.58 (Fig. 5C) were identified, providing a first hint on the mechanism in *aldh2.1*^*−/−*^ retinal blood vessels (Fig. 2). 

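Among the lower lists, fatty acid degradation (45 genes) had an NES of −1.67 in *aldh2.1*-/- larvae (adjusted gene-permutation p = 0.0108). The lists for amino acids gave −1.64 for lysine degradation (79 genes), −1.74 for arginine and proline (57 genes), −1.78 for valine, leucine and isoleucine degradation (50 genes), −2.03 for histidine (25 genes), −2.06 for tryptophan (47 genes) and −2.10 for β-alanine (39 genes), with adjusted p from 0.00108 to 0.00808. Ranked by log2 fold change instead, lysine degradation did not pass (NES −1.20, adjusted gene-permutation p = 0.131). Pantothenate and CoA biosynthesis (28 genes) had the lowest NES of all lists, −2.34 (adjusted gene-permutation p = 0.000776). Each of the 10 lower lists holds between 8 and 11 genes whose symbol starts with aldh, and in each of them 1 member, *aldh2.2*, had an adjusted p under 0.05 by edgeR. The other 18 aldh genes had log2 fold changes from −0.23 to 0.31, 11 of them higher and 7 lower, with 1 at an unadjusted p under 0.05. Without *aldh2.1* alone, all 10 lists stayed past an adjusted p of 0.05. Without both *aldh2.1* and *aldh2.2*, an alternative chosen after seeing the data, 3 of the 10 lists kept a negative NES and fatty acid degradation had an NES of 1.53.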

On the other site, the downregulated energy metabolism pathways included fatty acid degradation and amino acid metabolism, but also pyruvate metabolism and glycolysis/gluconeogenesis were identified (Fig. 5A). Gene set enrichment analysis (GSEA) for glycolysis/gluconeogenesis revealed a NES of −1.82 (Fig. 5D) and −2.02 for pyruvate metabolism (Fig. 5E) respectively, suggesting that *aldh2.1* is indeed involved in glucose metabolism.

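The glycolysis/gluconeogenesis list (71 genes, 9 of them aldh genes) had an NES of −1.60 in *aldh2.1*-/- larvae (adjusted gene-permutation p = 0.00998), and the pyruvate metabolism list (47 genes, 8 of them aldh genes) of −1.72 (p = 0.00914). Of the glycolysis members, 34 were higher and 37 lower, and of the 8 with an unadjusted p under 0.05 by edgeR, 4 were higher; of the pyruvate members, 24 were higher and 23 lower, and of the 5 with an unadjusted p under 0.05, 2 were higher. Leaving out 1 library at a time, the NES ranged from −1.94 to −1.40 and from −2.05 to −1.45. Without the aldh genes, the NES was 0.88 for glycolysis/gluconeogenesis and 0.93 for pyruvate metabolism, each with an adjusted gene-permutation p of 0.752. That was the largest adjusted p of either list over the alternatives. The smallest, 0.000996 for glycolysis/gluconeogenesis and 0.000761 for pyruvate metabolism, came with all members kept and *aldh2.1*+/+ replicate 5 left out. The removal of the aldh genes was run with all libraries only. The mean level per clutch was −0.04 ± 0.08 log2 units in *aldh2.1*-/- and 0.04 ± 0.09 in *aldh2.1*+/+ larvae for glycolysis (two-sided exact permutation p = 0.23), and −0.05 ± 0.10 and 0.05 ± 0.11 for pyruvate metabolism (p = 0.183). From the enrichment scores of both pathways, the paper proposes that *aldh2.1* takes part in glucose metabolism.

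**Figure D3:**
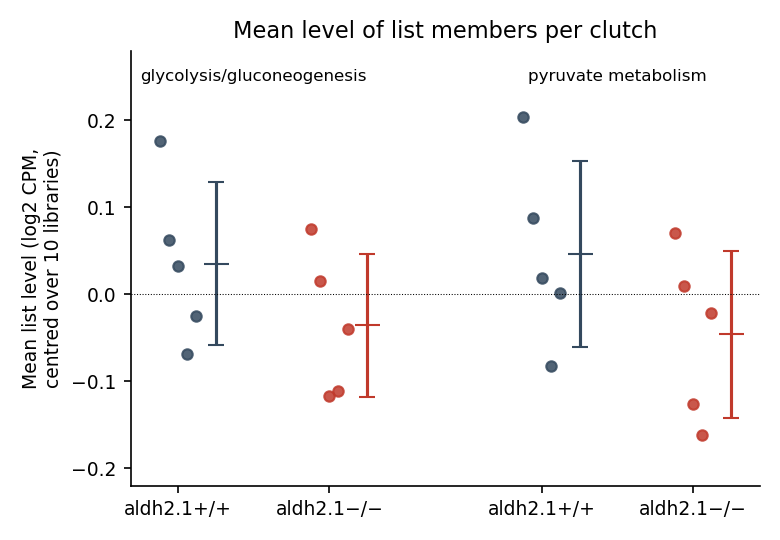
Mean level of the members of the glycolysis/gluconeogenesis and pyruvate metabolism lists in each clutch, in log2 CPM centred over the 10 libraries, with the mean and SD per genotype. In both lists the clutches of the 2 genotypes overlap.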

**Fig. 5:**
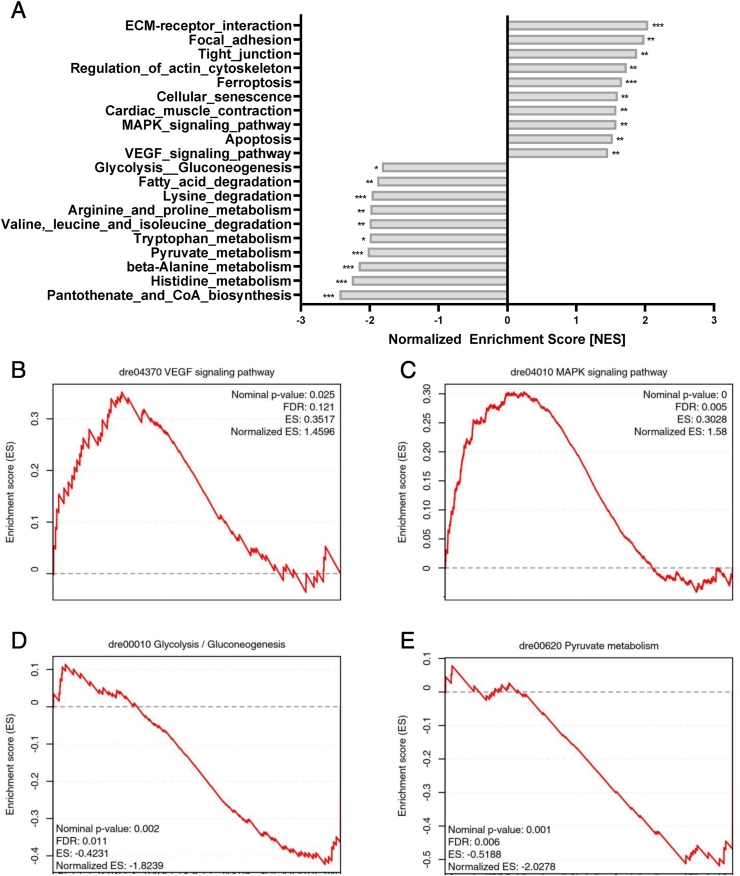
***aldh2.1***^***−/−***^**mutants exhibited aggravated stress-signaling and an impairment of glycolysis and gluconeogenesis. A**: Bar diagram for highest, significantly increased or decreased pathways in a Kyoto-encyclopedia of gene and genomes (KEGG) pathways analysis in *aldh2.1*^*−/−*^ larvae. **B-E**: Gene set enrichment analysis (GSEA) plots for VEGF (**B**), MAPK (**C**), glycolysis/gluconeogenesis (**D**), pyruvate metabolism (**E**) pathways. RNA-seq was done with mRNA in 120 hpf zebrafish larvae, quantification via normalized enrichment score (NES), n = 5 clutches, 50 larvae per clutch, ns = not significant, *p < 0.05, **p < 0.01, ***p < 0.001.

### 2.5 Inhibition of glucose-6-phosphatase expression and altered expression of JNK and p38 MAPK in aldh2.1^−/−^ mutants

Based on the RNA-seq data (Fig. 5), we explored expression of selected genes within the identified pathways which may explain the underlying mechanism of *aldh2.1*^*−/−*^ zebrafish related to increased retinal angiogenesis and impaired glucose homeostasis. Gene expression of angiogenesis marker, such as *fgfr2, vegfr2* and *notch1a* [29] were unchanged between *aldh2.1*^*−/−*^ and *aldh2.1*^*+/+*^ larvae (Figs. S6E–G). Therefore, the focus was then changed to members of the MAPK family, since ERK1, JNK and p38 MAPK are all known for their abilities to alter endothelial cell activation and angiogenesis [[30], [31], [32], [33]]. *mapk3* and *mapk7* also known as ERK1 (Fig. 6A) and ERK5 (Fig. 6B) respectively, were not changed. However, *mapk8b,* also known as JNK1, revealed a two-fold increase in expression (Fig. 6C) while *mapk11-14*, known as p38 MAPKs exhibited an up to two-fold decrease in expression (Fig. 6D,E,F). Simultaneously, we explored the cause for lowered postprandial blood glucose concentrations in adult *aldh2.1*^*−/−*^ mutants with selected genes regulating important steps in glycolysis, gluconeogenesis and glucose internalization. RT-qPCR identified a four-fold decrease of glucose-6-phosphatase (*g6pc*, Fig. 6G) expression, which in gluconeogenesis converts glucose-6-phosphate into glucose. Intriguingly, a single report has indeed hypothesized several years ago that AA suppresses glucose-6-phosphatase expression [34] and our data now show this regulation for the first time in vivo since AA is highly increased in the *aldh2.1*^*−/−*^ mutant (Fig. 4C,H). Correspondingly, a three-fold decrease of glucokinase (*gck)* (Figure 6L), that mediates the first step in glycolysis by phosphorylation of glucose to glucose-6-phosphate, was observed in *aldh2.1*^*−/−*^ mutants. Moreover, phosphoenolpyruvate decarboxylase expression (*pepck)* (Fig. 6I), a key regulator of gluconeogenesis, was downregulated 1.7-fold and glucose-6-phosphate dehydrogenase (*g6pd)* (Fig. 6H), which is stimulated by its substrate – glucose-6-phosphate, was also downregulated 1.3-fold. Finally, insulin expression as well as *pdx 1* expression in *aldh2.1*^*−/−*^ mutant larvae was significantly downregulated (Figs. S6C and D). Together, the selected single gene expression data confirmed the RNA-seq data and they may explain the increased angiogenesis in retinal vessels of *aldh2.1*^*−/−*^ mutants via altered JNK and p38 MAPK signaling in zebrafish larvae. Furthermore, this data also suggests a new mechanism of impaired glucose metabolism in which an increase of endogenous AA, which inhibits glucokinase and glucose-6-phosphatase expression, causes hypoglycemia.

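In the sequenced libraries of *aldh2.1*-/- and *aldh2.1*+/+ larvae at 120 hpf, 22 genes that carry the symbol of a gene measured by RT-qPCR are reported, reference genes included, of which 13 were higher and 9 lower in *aldh2.1*-/- larvae. None had an adjusted p under 0.05 by edgeR (0 over all genes and 0 over the genes named in the paper alone), and 1, *KDR*, had an unadjusted p under 0.05. Adjusted over the genes named in the paper, their smallest p was 0.203 (*KDR*) with all libraries; it moved most without *aldh2.1*-/- replicate 1, to 0.602, and ranged from 0.036 (*KDR*, without *aldh2.1*-/- replicate 5) to 0.602 over the alternatives. For JNK1, the 2 genes listed as *MAPK8* had log2 fold changes of 0.11 (SE 0.17) and 0.03 (SE 0.09). For p38, *mapk11* had 0.02 (SE 0.09), the 2 genes listed as *MAPK14* −0.05 (SE 0.10) and 0.08 (SE 0.08), and *MAPK12* −0.03 (SE 0.14). *KDR* had 44.9 ± 14.7 counts in *aldh2.1*-/- and 28.4 ± 7.36 in *aldh2.1*+/+ larvae (log2 fold change 0.66, SE 0.27, two-sided exact permutation p = 0.0714), and *kdrl* a log2 fold change of 0.20 (SE 0.14).
Among the genes of glucose metabolism reported here, *PCK1* had a log2 fold change of −0.30 (SE 0.40), *G6PC1* of −0.06 (SE 0.33), *g6pc1a.1* of 0.83 (SE 0.40), *HK1* of 0.04 (SE 0.07), *HK2* of −0.10 (SE 0.19), *ins* of 0.29 (SE 0.26) and *pdx1* of 0.12 (SE 0.24). The reference genes *ARNT2* and *b2m* had −0.04 (SE 0.07) and −0.41 (SE 0.23).

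**Figure D4:**
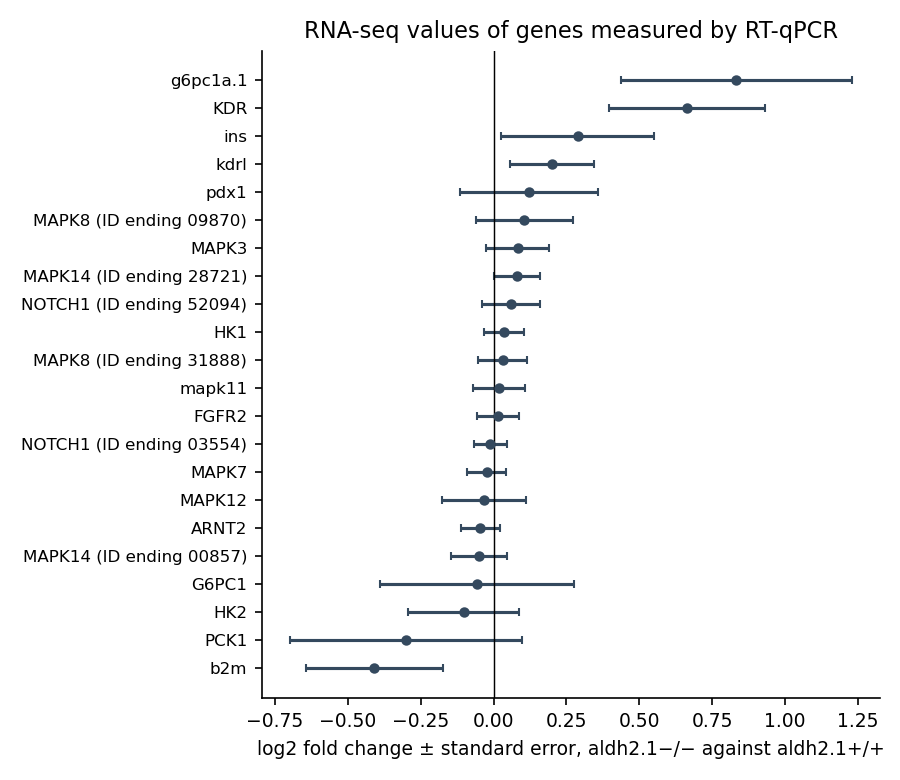
Log2 fold changes in the RNA-seq libraries, *aldh2.1*-/- against *aldh2.1*+/+ larvae, of 22 genes that carry the symbol of a gene measured by RT-qPCR, with bars for the standard error. Copies that share a symbol are all shown, and which of them the RT-qPCR measured is not known here. The values range from −0.41 (*b2m*) to 0.83 (*g6pc1a.1*).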

**Fig. 6:**
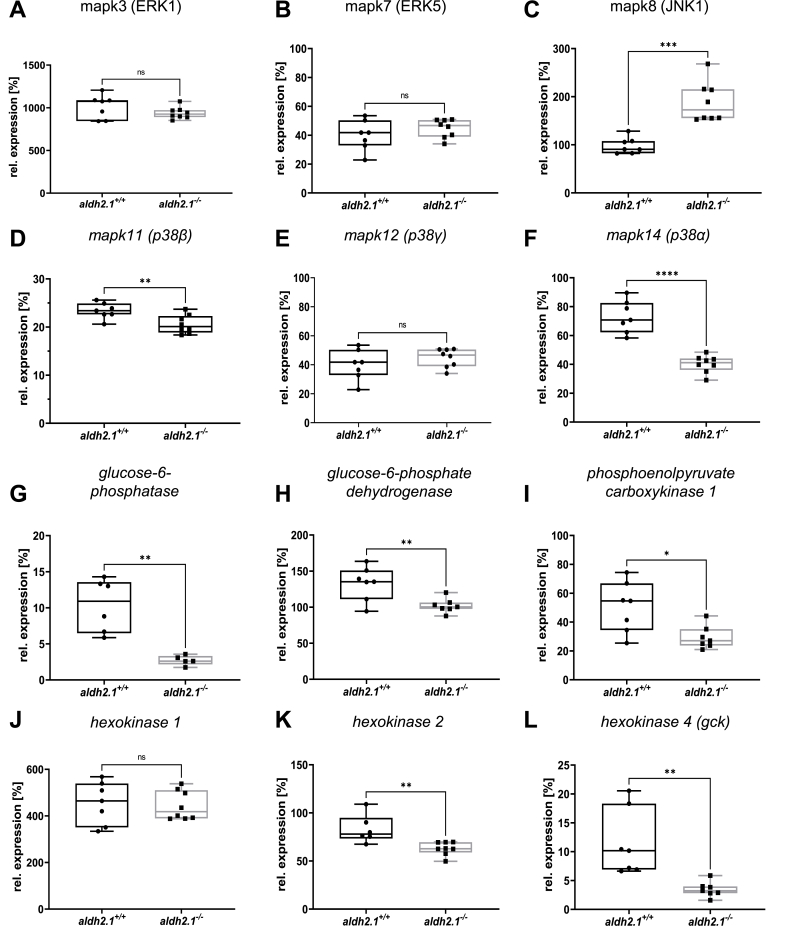
**Inhibition of glucose-6-phosphatase/glucokinase expression and alteration of JNK and p38 MAPK expression in *aldh2.1***^***−/−***^**mutants. A-F**: Expression of MAPK family members. ERK1 (**A**), ERK5 (**B**) and p38γ (**E**) were unaltered in *aldh2.1*^*−/−*^ larvae. JNK1 (**C**) is significantly upregulated; p38α (**F**) and p38β (**D**) were significantly downregulated in *aldh2.1*^*−/−*^ animals. **G-L**: Expression of key regulatory genes of glycolysis and gluconeogenesis. Strongest down regulation in *aldh2.1*^*−/−*^ larvae is shown for *g6pc* (**G**) and *gck* (**L**). *g6pd* (**H**), *pck1* (I) and *hk2 (***K**) were also significantly down regulated. *hk1* (**J**) gene expression was unchanged. Expression was quantified via RT-qPCR with 96 hpf zebrafish larvae and normalized to *arnt2*, n = 5–8 clutches, 50 larvae per clutch. Statistical analysis was done via Student's t-test, ns = not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 2.6 Exogenous AA caused angiogenic alterations in hyaloid vasculature, impairment of glucose metabolism and alteration of MAPK signaling

Analysis of *aldh2.1*^*−/−*^ mutants identified microvascular complications in retinal vessels, but it remained unclear whether these alterations were directly induced by the *aldh2.1*^−/−^ mutant or indirectly by increased endogenous AA and subsequently impairing glucose metabolism and stress signaling. In order to address this question, we incubated wildtype zebrafish larvae with AA and repeated prior analysis of retinal hyaloid structures and RT-qPCR for selected gene expressions. Toxicity tests for AA in zebrafish larvae were done beforehand and revealed a tolerance of up to 500 μM AA (Fig. S1). Analysis of hyaloid vessels in 120 hpf old larvae incubated with 50 μM AA showed that exogenous AA can mimic the microvascular complications as seen in *aldh2.1*^*−/−*^ mutants, but does not amplify it. Between *aldh2.1*^*+/+*^ zebrafish larvae with and without AA incubation there is a 1.36-fold increase of branch points. Branch points between *aldh2.1*^*+/+*^ without exogenous acetaldehyde and *aldh2.1*^*−/−*^ with and without AA treatment were also increased by 1.3–1.5-fold factor (Fig. 7A,B). Additional to retinal analysis, RT-qPCR was performed with AA incubated wildtype zebrafish larvae. Results displayed a 1.53-fold upregulation of JNK1 (Fig. 7D) expression and a 1.77-fold downregulation of p38α MAPK (Fig. 7E) expression. Additionally, ERK1 (Fig. 7C) also shows a slight increase in expression. Intriguingly, after AA treatment g*6pc* (Fig. 7F) and *gck* (Fig. 7G) expression decreased by factor 2.18 and 1.84, while *pepck* (Fig. 7H) was not significantly reduced. In conclusion, the data show that impaired glucose metabolism in *aldh2.1*^*−/−*^ mutants is caused by AA. Due to the loss of *aldh2.1,* AA is not detoxified and accumulates and downregulates *gck* and *g6pc*. In addition, AA was also identified as the driver of increased angiogenesis in *aldh2.1*^*−/−*^ retinal vasculature.

**Fig. 7:**
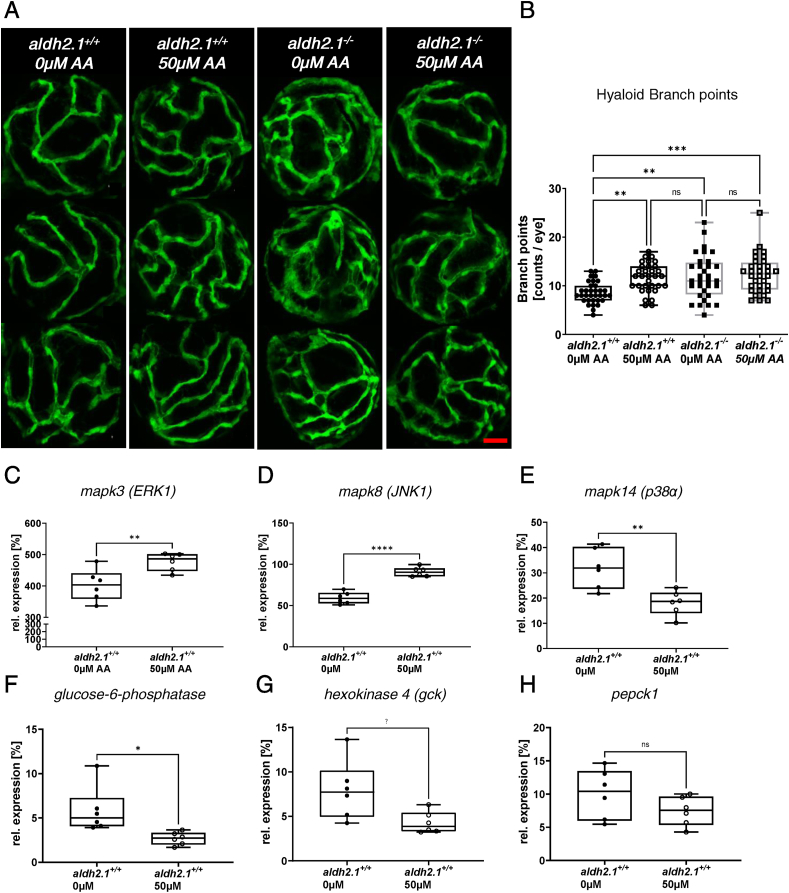
**Exogenous AA caused angiogenic alterations in hyaloid vasculature, impairment of glucose metabolism and alteration of MAPK signaling. A**: Representative confocal images of hyaloid vasculature in zebrafish larvae at 120 hpf with and without AA treatment. Red scale bar: 20 μm. **B**: Quantification of larval hyaloid vasculature showed increased numbers of branch points in *aldh2.1*^*+/+*^ larvae after AA (50 μm) treatment, which was not further enhanced in *aldh2.1*^*−/−*^ larvae, n = 32–33 eyes per group. **C-E**: Expression of MAPK family members. ERK1 gene expression (**C**) was increased in *aldh2.1*^*+/+*^ larvae after AA treatment. Additionally, *aldh2.1*^*+/+*^ larvae with 50 μm AA treatment exhibited increased JNK1 expression (**D**) and decreased p38α expression (**E**). **F–H**: Expression of selected genes of glycolysis and gluconeogenesis. Reduced expression of *g6pc* (**F**) and *gck* (**G**) after AA treatment. *pepck* gene expression (**H**) was also reduced, although not significantly. Expression was quantified via RT-qPCR with 96 hpf zebrafish larvae and normalized to *arnt2*, n = 6 clutches, 50 larvae per clutch. Statistical analysis was done via Student's t-test, ns = not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

### 2.7 Inhibition of p38 MAPK caused similar, but not identical angiogenic alterations in hyaloid vasculature in aldh2.1^+/+^ zebrafish larvae

To finally prove that p38 MAPK is the missing link between increased AA levels, *aldh2.1* knockout and microvascular complications, zebrafish larvae were incubated with the selective p38 MAPK inhibitor 4-(4-Fluorophenyl)-2-(4-methylsulfinylphenyl)-5-(4-pyridyl)1H-imidazole. Analysis of hyaloid vessels (Fig. 8A,B) was performed with p38 MAPK inhibitor incubated *aldh2.1*^*+/+*^ and *aldh2.1*^*−/−*^ zebrafish larvae and displayed similar results as prior studies on *aldh2.1*^*−/−*^ mutants (Fig. 2) and larvae treated with AA (Fig. 7). *aldh2.1*^*+/+*^ zebrafish hyaloid vasculature exhibited a 1.34-fold increase in branch points after treatment with p38 MAPK inhibitor. Treatment of *aldh2.1*^*−/−*^ mutants could not increase branch point formation any further. This is in line with previous RT-qPCR results, as p38 MAPK mRNA expression is already significantly downregulated in *aldh2.1*^*−/−*^ mutants. In summary, the experiments suggest, that *aldh2.1*^*−/−*^ knockout leads to an increased retinal angiogenesis in the eyes of zebrafish via imbalance of MAPKs including but not limited to loss of p38 MAPK function induced by AA. Lastly, because incubation with p38 MAPK inhibitor did only result in a non-significant increase of hyaloid vessel branch points in *aldh2.1*^*−/−*^ knockout larvae compared to *aldh2.1*^*+/+*^ larvae, it is suggested that p38 MAPK is not the sole driver of this phenotype.

**Fig. 8:**
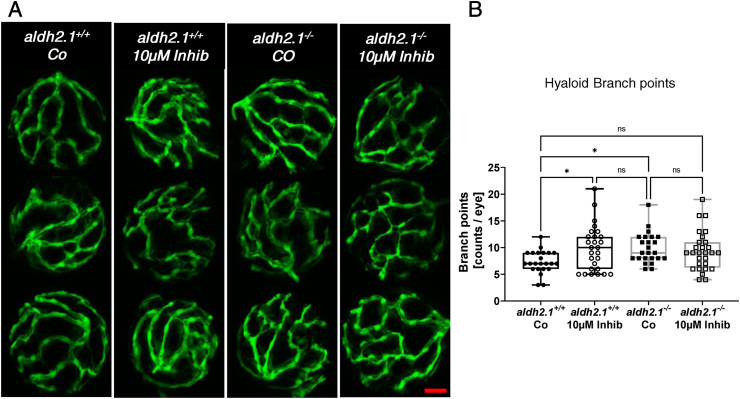
**Inhibition of p38 MAPK caused angiogenic alterations in hyaloid vasculature in *aldh2.1***^***+/+***^**larvae. A**) Representative confocal images of hyaloid vasculature in zebrafish larvae at 120 hpf with and without MAPK inhibitor treatment. Red scale bar: 20 μm. **B**) Quantification of larval hyaloid vasculature showed increased amount of branch points in *aldh2.1*^*+/+*^ larvae with MAPK inhibitor comparable to *aldh2.1*^*−/−*^ mutants, n = 23–28 eyes per group. Statistical analysis was done via Student's t-test, ns = not significant, *p < 0.05. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

## 3 Discussion

In this study, we established an *aldh2.1*^*−/−*^ mutant zebrafish model to study RCS detoxification and the consequences of accumulated endogenous AA in vivo. Increased AA led to microvascular damage in retinal blood vessels and caused lowered postprandial blood glucose levels by blocking *gck* and *g6pc* gene expression. Thus, the study identified a novel mechanism how RCS impair the glucose metabolism and induce angiogenesis without involving hyperglycemia.

RCS are spontaneously formed in the metabolism and are considered as dangerous molecules because they can modify and impair the function of DNA, proteins and lipids [24,[35], [36], [37], [38], [39]] In recent years, it was shown that the loss of a specific RCS detoxifying enzyme led to an increase of a preferred RCS, which subsequently altered the glucose metabolism and mediated the development of diabetic organ complications. Specifically, loss of *glo1* in zebrafish increased MG concentrations and was accompanied by an impaired glucose tolerance [8]. In *aldh3a1* knockout zebrafish mutants, increased 4-HNE concentrations disrupted the pancreas formation, which inhibited insulin expression and thereby facilitated hyperglycemia and a retinal vasodilatory phenotype [10]. In addition, increased ACR in *akr1a1a* zebrafish mutants led to insulin resistance and consequently to diabetic retinopathy and diabetic nephropathy [11]. In the present study, we now show that increased AA concentration in *aldh2*.*1*^*−/−*^ mutant zebrafish impaired glucose metabolism causing decreased blood glucose levels and induced an activation of angiogenesis. Together, the data have identified a specific signature of individual RCS and their corresponding detoxifying enzyme systems, causing a specific organ pathology ranging from altered glucose metabolism, impaired glucose tolerance, loss of pancreatic insulin expression, insulin resistance to hyperglycemia. All accumulated RCS, except for AA, caused hyperglycemia, which led to the hallmarks of diabetic retinopathy or diabetic nephropathy. AA also induces microvascular alterations in the retina, but independent of hyperglycemia.

Further experiments then identified that AA causes an impaired glucose sensitivity and glucose mobilization via blocking expression of key regulatory enzymes of glycolysis and gluconeogenesis, namely *gck* and *g6pc,* which ultimately led to lowered postprandial blood glucose concentrations in *aldh2.1*^*−/−*^ mutants. The human homolog of *aldh2.1, aldh2*, has already been extensively studied for its importance of ethanol detoxification. However, research on alcohol mediated stress complications mainly comprise of cardiac disease, cancer and liver disease, whereas studies on *aldh2* and metabolomic diseases, such as diabetes mellitus, are scarce [17,18,21,40,41]. Intriguingly, observations made in diabetic patients already connected alcohol consumption and hypoglycemic episodes, but the underlying mechanism on how alcohol inhibits both glycolysis and gluconeogenesis remained unexplored [[42], [43], [44]]. This study now provided an explanation that the important upstream factor causative for this phenomenon is not ethanol directly, but AA. AA blocks *g6pc* expression, a finding that has already been hypothesized several years ago [34] and subsequently inhibits formation of glucose from glucose-6-phosphate and its release into the blood stream. Moreover, AA also induced a decrease in glucose sensitivity by blocking expression of *gck.* The latter itself is already known for - if mutated - causing diabetes or hypoglycemia [[45], [46], [47]]. Thereby, this study suggests a high relevance for *aldh2* and AA in regulating glucose metabolism [[48], [49], [50], [51]].

This study also showed that increased endogenous AA in *aldh2.1*^*−/−*^ mutants led to retinopathy without hyperglycemia. Aldh2 is known to have an important function in the protection of mitochondria, specifically loss of *aldh2* triggers increase of ROS formation through CYP2E1, Nrf2 and TNF-α [17,21,52,53] and subsequently RCS [54,55]. Additionally, altered Aldh2 and correspondingly AA correlate with cardiovascular diseases including but not limited to ischemia and myocardial dysfunction [[56], [57], [58], [59]] Nevertheless, the mechanism for the developed retinopathy in *aldh2.1*^*−/−*^ zebrafish without hyperglycemia had yet to be described. Unbiased expression data in combination with a pharmacological intervention study illuminated the mechanism and showed an imbalance of JNK and p38 MAPK expression in *aldh2.1*^*−/−*^ zebrafish. Both stress-activated protein kinases are well known to have multiple functions in angiogenesis; on one side they act as molecular switches for angiogenesis through endothelial cell activation; additionally they can induce hyperpermeability in endothelial cell layers. [32,33,[60], [61], [62], [63]]. Furthermore, vascular mural cell dropout has long been theorized to be a key player in microvascular homeostasis and recent studies have shown that loss of mural cells increases the susceptibility of the retinal vasculature to VEGF signaling and retinal angiogenesis [26,[64], [65], [66]]. Thus, the onset of retinopathy in *aldh2.1*^*−/−*^ larvae and adults was driven by an altered regulation of the MAPK family members and reduction of vascular mural cell coverage through the reactive metabolite AA independently of hyperglycemia.

In summary, the data have several important implications and raise a couple of questions in diabetes research and clinical translation about RCS. First, this study and previous data show that internally produced RCS in the metabolism can cause an impaired glucose metabolism, diabetes and diabetes related organ complications [8,10,11]. Second, the data suggest that as long as the RCS corresponding enzyme systems are functional, diabetes and microvascular organ alterations can be prevented. Third, it is urgent to identify upstream factors of the detoxifying enzyme system and understand their mechanisms of activation and how they are altered in different disease conditions. Fourth, the interplay and crosstalk of RCS and their corresponding enzyme systems in diabetes, but also in other diseases, must be identified. And last, it seems now more than essential to address the question whether the identified signature of altered RCS in diseased zebrafish also exists in human diseases. It must be investigated whether RCS can be used as biomarkers for the different subtypes of diabetes [67] and whether they induce the same diabetic complications in humans as they were identified in zebrafish.

## 4 Material and methods

### 4.1 Study approval

All experimental procedures on animals were approved by the local government authority Regierungspräsidium Karlsruhe and by Medical Faculty Mannheim (G-98/15 and I-21/04) and carried out in accordance with the approved guidelines.

### 4.2 Zebrafish husbandry

In this study the zebrafish line *Tg(fli1:EGFP)* was used [68]. Embryos/larvae were held and raised in egg water at 28.5 °C for 144 h before being transferred to adult boxes. Adult Zebrafish were kept under a 13-h light/11-h dark cycle. Fish older than 72 h-post-fertilization (hpf) are referred to as larvae, after 90 days-post-fertilization (dpf) they are referred to as adults [69]. Feeding of Zebrafish took places twice a day, freshly hatched Artemia Salina in the morning and fish flake food in the afternoon.

### 4.3 Mutant generation

The *aldh2.1*^−/−^ fishline was generated using CRISPR/Cas9 as previously described. 

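The guide against exon 3 of *aldh2.1* reads GGGCTCTCCCTGGCGCCGCA (20 bases, 16 of them G or C), and the bases that follow it are TGG. The sequence around it is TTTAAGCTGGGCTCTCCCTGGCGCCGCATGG in the wild type (31 bases) and TTTAAGCTGGGCTCTCCCTGGCATGG in the mutant (26 bases). The 5 missing bases can be placed in 3 ways that give the same mutant sequence, from positions 13 to 17 of the guide at the leftmost to positions 15 to 19 at the rightmost. A loss of 5 bases is 2 bases past a whole codon and shifts the reading frame.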

Briefly: the technique used one guide RNA (gRNA) targeting exon 3 of *aldh2.1*, which was designed using ZiFiT Targeter 4.2 and cloned into a T7-driven promoter expression vector (pT7-gRNA; Addgene) (Table S2). Additionally the pT3TS-nCas9n Vector (Addgene) was used in vitro for transcription to attain Cas9 mRNA [70]. Following the protocol of the manufacturer for mRNA Synthesis, the mMESSAGE mMACHINE T3 Transcription Kit and the MEGAshortscript T7 Kit (Invitrogen) were used for Cas9 mRNA and gRNA respectively. Afterwards a solution of KCl (0.1 m) containing gRNA (200 pg/L) and Cas9 mRNA was injected into one-cell stage Zebrafish embryos [70]. The resulting adult mosaic zebrafish (F0) were analyzed for germline transmission via Sanger sequencing of PCR products (Table S2) and selectively bred. Mutations were identified by evaluation of the chromatograms and use of Yost tools Poly Peak Parser [71].

### 4.4 Preparation of adult zebrafish and blood glucose measurement

Adult Zebrafish were transferred to single boxes and fasted one day prior to preparation. After 16–18 h, fish were used either directly or first fed with 0.5 g flakes for 1 h followed by another hour in fresh water for postprandial measurement. Before preparation and blood glucose measurement could take place, fish were euthanized in ice water for 2 min. Subsequently blood was extracted from caudal vessels and measured by a glucometer (Freestyle Abbott) [72]. Immediately after, the fish were transferred to an experimental platform covered with ice-cold PBS. For Metabolomics, RT-qPCR or Western Blot analysis organs were isolated, transferred, weighed and snap frozen in liquid nitrogen and then stored at −80 °C. Alternatively, for Visualization via either Confocal Microscopy or Histology organs were isolated and transferred into 4% PFA/PBS for at least 24 h before further analysis. Lastly, for Electron Microscopy kidneys were isolated and transferred into 3% Glutaraldehyde in Cacodylate (0.1 m) before further handling.

### 4.5 Microscopy and analysis of vascular alterations in larvae and adults

Confocal images for phenotype evaluation were acquired using a confocal fluorescence microscope (DM6000 B) with a scanner (Leica TCS SP5 DS) utilizing a 20 × 0.7 objective, 1024× 1024 pixels and 1.5 μm Z-steps. For evaluation Leica Application Suite X, Gimp 2 and ImageJ were used.

Alterations in larvae retinal hyaloid vasculature was imaged at 5 dpf, at which point larvae were anaesthetized in 0.003% tricaine and fixed in 4% PFA/PBS for 24 h at 4 °C. Fixed larvae were washed three times for 15 min in PBS at RT before incubation in 0.25% Trypsin/EDTA solution (Gibco) buffered at pH 7.8 with TRIS (1.5 m, Roth) for 80 min at 37 °C. Afterwards larvae were washed three times for 15 min and stored in PBS until preparation. The larvae retinal hyaloid vasculature was dissected under a stereoscope and visualized with the confocal fluorescence microscope as described above [73].

For imaging of the zebrafish adult retinal vasculature, retina dissection and analysis were performed as recently described [74]. Fixated eyes were transferred to an agarose platform covered with PBS. The retina was detached from the eye and washed before it was transferred on a slide, immersed in mounting media and covered with a cover slide. Pictures were taken using the confocal fluorescence microscope as described above.

### 4.6 Retinal digest preparation

Retinal digest preparations were performed according an established protocol with slight alterations [75]. After extracting the eye from the zebrafish head it was transferred into 4% formalin for fixation for 48 h. After fixation, the retina was dissected according to the protocol mentioned above [74]. After dissection the retina was transferred into ddH_2_O and incubated at 37 °C overnight. It was then transferred into 3% porcine trypsin (Sigma-Aldrich) in Tris-HCl (0.2 m) and incubated again at 37 °C for 1.5 h. After incubation in trypsin the retina was transferred to a microscope slide and the retinal cells were removed from the vasculature by dropping ddH_2_O from a syringe on top of the retina. The cells were removed from the slide through water aspiration and the vasculature was left to air-dry.

The retinal digest preparations were stained using Mayer's hemalum solution (Millipore). The slides were briefly placed in ddH_2_O and then moved to fresh undiluted Mayer's hemalum solution for 7 min. Afterwards, they were placed in lukewarm tap-water for 2 min and then moved shortly to 70% and then 80% ethanol before being put in first 96% and then 99.8% ethanol and kept there for 5 min each. After the last change of ethanol, the slides were placed in two changes of xylene and kept there for 5 min each before the slides were covered with cover slips using DPX mounting medium (Thermo Fisher Scientific).

Images of the stained digest preparations were taken at 200× magnification using the B×51 upright microscope (Olympus Life Science) with the XC10 camera (Olympus Life Science). Analysis of the vessel diameter and the number of endothelial cells and pericytes was performed using the Cell-F software (Olympus Opticals). The cells were counted in six to eight randomly selected areas in a circular area of the intermediate third of the retina, leaving out the area close to the entrance of the optic artery into the retina and the peripheral area. Endothelial cells and pericytes were identified by their distinct location and morphology. The cells were counted over 200 μm and the vessel diameter was measured. The cell numbers were then calculated as number of cells per mm^2^ of capillary area.

### 4.7 Analysis of kidney morphology

Imaging and Processing of zebrafish kidneys for Electron Microscopy (EM) was prepared in cooperation with the institute of Pathology IPH at Heidelberg University Hospital. Preparation was done as previously described [11].

### 4.8 Western blot analysis

For Western blot analysis, larvae/adult organs were taken, incubated for 10 min with Natrium-Vanadate (2 mm) in 1 × PBS on ice to inhibit phosphatases. Then they were lysed in NP40 lysis buffer (NaCl (150 mmol L^−1^), Tris-HCl (50 mmol L^−1^), pH 7.4, 1% NP40, EDTA (10 mmol L^−1^), 10% glycerol, and protease inhibitors) using a 1 mL Syringe and a 25 G needle. Followed by incubation on ice for 30 min on a shaker. The supernatant containing the protein lysate was diluted 5:1 with Laemmli sample buffer and boiled at 95 °C for 5 min, separated via SDS-PAGE, and then transferred to a nitrocellulose membrane for antibody incubation. Visualization by enhanced chemiluminescence (ECL) was acquired after incubation with Horseradish Peroxides substrate (HRP, Supersignal™ Thermo Scientific).

### 4.9 Antibody generation

For zebrafish Aldh2.1 antibody generation, peptide (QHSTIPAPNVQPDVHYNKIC) was designed, synthesized, and coupled to KLH (Keyhole Limpet Hemocyanin) by PSL GmbH, Heidelberg, Germany and subsequently injected into guinea pigs for immunization following standard procedures from GPCF Unit Antibodies, DKFZ Heidelberg, Germany.

### 4.10 Pharmacological treatment of zebrafish embryos/larvae

Fertilized zebrafish embryos were transferred into 5 cm petri dishes. Each Petri dish held 30 embryos in 10 mL egg water. At 24 hpf, the chorion was removed using tweezers. Treatment with either AA (10 μm–5 mm, Sigma-Aldrich) or p38 MAPK inhibitor (10 μm,Calbiochem, SB 203580) started at 4 hpf and was refreshed daily at 24, 48, 72, 96 hpf.

### 4.11 Collection of zebrafish embryo/larvae sample

If not separately, specified embryo and larvae samples were anaesthetized with 0.003% tricaine in different developmental time points between 24 hpf and 120 hpf, collected and snap frozen in liquid nitrogen in a clutch of 50. Prior to each assay, zebrafish larvae were homogenized in assay buffer using a 1 mL syringe with a 25 G needle.

### 4.12 Enzyme activity assay

Total ALDH activity was measured with larvae at 96 hpf at 25 °C in Tris-HCl (0.5 mm, pH 9.5) containing DL-2-amino-1-propanol (10 mm), NAD (0.5 mm) and one of the following: MG (2 mm) or 4-HNE (4 mm) or AA (5 mm) or MDA or ACR by measuring the rate of NAD formation at 340 nm [24]. Glo 1-activity was determined spectrophotometrically monitoring the change in absorbance at 235 nm caused by the formation of S-d-lactoylglutathione [76].

AKR activity was determined by measuring the rate of reduction of NADPH at 340 nm, pH 7.0, and 25 °C. The assay mixture contained potassium phosphate (100 mm), DL-glyceraldehyde (10 mm)/ACR (5 mm), and NADPH (0.1 mm).

### 4.13 Whole body glucose

Glucose content was determined according to the manufacturer's instruction (Glucose Assay Kit, CBA086, Sigma-Aldrich) with 96 hpf larvae lysates.

### 4.14 Methylglyoxal assay

MG, 3-DG, and glyoxal were measured as previously described [8,77,78].

### 4.15 Acetaldehyde assay

AA was measured in a LC-MSMS experimental setup, using acetaldehyde-d4 as internal standard [79].

### 4.16 4-HNE assay

4-HNE amount was determined according to the manufacturer's instruction (4-Hydroxynonenal ELISA Kit, E4645, Biovision) with 96 hpf larvae lysates.

### 4.17 Acrolein assay

Protein-bound ACR was determined according to manufacturer's instruction (Acrolein ELISA Kit, MBS7213206, MyBioSource Inc) with 96 hpf larvae lysates.

### 4.18 Reverse-transcription quantitative polymerase chain reaction (RT-qPCR)

Total RNA was isolated from homogenized zebrafish larvae (96 hpf/120 hpf) or organs using RNeasy Mini Kit according to the manufacturer's instruction (Qiagen). Subsequently cDNA was generated following the instructions Maxima First Strand cDNA Synthesis Kit (Thermo Scientific). Primer design was done using the NCBI primer blast tool and are listed in Table S3. RT-qPCR was done with PowerSYBR™ Green PCR Master (Thermo Scientific) Mix in 96 - well reaction plates. The qPCR reaction was performed with Quant Studio 3 Real-Time-PCR-System.

### 4.19 RNA-seq analysis

Total RNA was isolated from homogenized zebrafish larvae (120 hpf) or organs using RNeasy Mini Kit according to the manufacturer's instruction (Qiagen). Library construction and sequencing were performed with BGISEQ-500 (Beijing Genomic Institution, www.bgi.com, BGI). Gene expression analysis were conducted by the Core-Lab for microarray analysis, centre for medical research (ZMF) as previously described [10]. The data is available on https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189416.

### 4.20 Metabolomic analysis

Detection was done in cooperation with the Metabolomics Core Technology Platform from the Centre of Organismal Studies Heidelberg. Adenosine compounds, thiols, free amino acids, fatty acids and primary metabolites were measured as previously described [8].

### 4.21 Protein sequence alignment

The amino acid sequences of Aldh2.1 protein from zebrafish, human and mouse were accessed by Uniprot database. For comparison the selected sequences were aligned using Clustal Omega Multiple Sequence Alignment (https://www.ebi.ac.uk/Tools/msa/clustalo/).

### 4.22 Statistics

Experimental results are expressed median using box plots with whiskers. Statistical significance between different groups was analyzed using Student's t-test. GraphPad Prism 8.3.0 was used for analyses and p values of 0.05 were considered as significant: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Author contributions

D.P.W. performed experiments, analyzed data and wrote the manuscript. B.L. generated *aldh2.1* knockout zebrafish, C.S.M. performed retina digests and analysis. J.M. and T.F. implemented and performed biochemical experiments and gave conceptual and technological advice. C.S. analyzed RNA-seq data. I.H. performed histological analysis and electron microscopy of adult zebrafish kidneys. J.S., R.H., H.P.H. and P.P.N. gave conceptual and technological advice and revised the manuscript. J.K. conceived and designed the study and wrote the manuscript. J.K. is the guarantor of this work and has full access to all data and takes responsibility for the integrity of the data and accuracy of the data analysis.

## Declaration of competing interest

The authors declare no conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

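RNA-seq of whole larvae at 120 hpf was analysed here, with 5 clutches of *aldh2.1*-/- and 5 clutches of *aldh2.1*+/+ larvae, 50 larvae per clutch and 1 library per clutch, sequenced on the BGISEQ-500 platform. For each library, the authors deposited expected counts, which are estimated reads per gene without normalization, and TPM values, which are scaled for transcript length and to the same total in each library. The paper does not name the quantifier, the genome build or the annotation version, and the genes carry Ensembl zebrafish identifiers. Genotypes come from the sample labels, which number the clutches of both genotypes 1, 2, 3, 5 and 6; the pairing of equal numbers comes from these labels alone, since the paper names no pairing.

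A name table gave a symbol to 29201 of the 32520 genes. It mixes human and zebrafish symbols, so the a and b copies of a gene often share a symbol and are told apart only by identifier. The gene listed as ALDH2 was taken as *aldh2.1*.

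Expected counts were rounded to whole numbers and analysed with edgeR 4.0.16 under R 4.3.3: TMM normalization (factors 0.949 to 1.08), the filter filterByExpr with its defaults (21532 genes kept), a quasi-likelihood fit with the robust option, no block, and Benjamini-Hochberg adjustment with a threshold of 0.05. Standard deviations are between the clutches of a genotype, and each standard error is that of the log2 fold change in the edgeR fit. Named genes were also compared by a two-sided exact permutation test of log2 CPM, in which 5 against 5 libraries cannot give p under 0.00794. Libraries held between 19792930 and 20703518 counts, and libraries of the same genotype differed with a chi-square per degree of freedom of at least 7.47, so the spread between clutches, more than counting noise, sets the precision.

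For the 20 pathways of Fig. 5A, lists of human symbols were written from general knowledge before the data were examined, and between 76.1% and 93.1% of the symbols of a list were found; no KEGG table was used here, so a list can differ from the one behind Fig. 5A. A zebrafish gene joined a list when its symbol matched, also with a copy suffix such as a or b. Genes were ranked by the sign of the fold change times the square root of the edgeR F value, and each list was tested with fgsea 1.28.0 (fgseaSimple, 10000 gene permutations, gseaParam 1, sizes from 5 to 500), adjusted over the 20 lists. The same test was run on 8 lists of tissue markers, adjusted over the 8 lists. The mean level of a list per library, in log2 CPM with a prior count of 2, was compared by a two-sided exact permutation test.

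The alternatives were library size alone, DESeq2 1.42.0, no filter beyond 1 count in any library, at least 10 counts in every library, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), a replicate block, a fold change of at least 1.5, leaving out each library in turn, other rankings and memberships of the lists, and camera with a correlation of 0.01 or an estimated one. The removal of *aldh2.1* and *aldh2.2* together was chosen after seeing the data. Of the 126 splits of the 10 libraries into 5 and 5, 100 were refitted with the edgeR and list tests (seed 1), among them all 16 that part every pair of equal numbers.

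The steps were tested on simulated data with known changes. Of 195 changed genes that passed the filter, edgeR called 172 (88.2%), with 15 unchanged genes called and 0 wrong signs, and DESeq2 called 178 (91.3%) with 38 unchanged genes called. With 2 lists shifted by 0.5 log2 units, both were found by gene permutation, and 14 of the 15 other lists that share members with them were called as well. Camera found both and called 14 other lists too, with either correlation setting. With no list shifted, gene permutation called 2 of the 20 lists and camera 0. The simulated genes were drawn independently of each other, so these runs cannot show how gene permutation behaves when the members of a list are correlated.

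The rule for named genes, set with the tests, was: *aldh2.1* and *aldh2.2*; every gene the paper names; the 5 largest and 5 smallest fold changes among genes past the threshold with at least 50 normalized counts and no overlap between genotypes; for the VEGF, MAPK, glycolysis/gluconeogenesis and pyruvate lists, members past the threshold; for each other list, at most the 2 members with the smallest p; and, in the closing section, genes whose symbol starts with aldh. With 5 against 5 libraries, 0.794% of genes would show no overlap by chance. Genes outside the rule are named as chosen after their values were seen.

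The 2 genes *MAPK12* ENSDARG00000006409 and *G6PC1* ENSDARG00000014967 had too few counts to be tested (means of 10 and 1.2). Some genes within the rule for named genes are not reported here; they stay in every test and list. RT-qPCR, metabolite and imaging data were not analysed here. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.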

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

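The tests of shared reads, of the spread between clutches, of single libraries that lie apart and of other splits for the marker lists were chosen after the results were seen; those of other splits for the number of genes and of library size were set earlier.

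The RNA-seq results of the paper are on pathways, and beside them 2 single genes passed an adjusted p of 0.05, *aldh2.2* (log2 fold change −2.95) and ENSDARG00000099154 (−1.76), both lower in *aldh2.1*-/- larvae. The fall of *aldh2.2* is larger than that of *aldh2.1* (−1.27), although *aldh2.1* was targeted. A technical explanation is that the quantifier shared reads between the paralogs: summed, they fell by 1.99 log2 units (SE 0.17), and no count of either gene is a whole number in any library. The counts of ENSDARG00000099154 are not whole numbers in 10 of 10 libraries, so reads shared with another gene could contribute there too. Sharing between the paralogs leaves their sum as it is, so it bears on how the fall of the pair is divided between them, not on the fall of the pair. For ENSDARG00000099154 the counts do not show how many reads were shared. A difference in library size between the genotypes does not account for the genes (two-sided exact permutation p = 0.984). Of the 16 splits of the libraries that part every pair of equal numbers, 1, the split by genotype itself, gave 2 or more genes, and 0 of 84 other splits, which keep pairs together, did. The 16 splits alone cannot give a share under 0.0625.

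Marker lists of tissues, which the paper does not report, changed as well: skeletal muscle (NES 2.46) and endothelium (1.65) were higher, and photoreceptors (−2.66) and intestine (−2.16) lower in *aldh2.1*-/- larvae, each with an adjusted gene-permutation p under 0.05. Leaving out 1 library at a time, skeletal muscle and photoreceptors passed in every fit (adjusted p up to 0.00104 and 0.00262). Intestine did not pass without *aldh2.1*+/+ replicate 1 (NES −0.97, adjusted p = 0.565) or *aldh2.1*-/- replicate 5 (−1.32, 0.162). Endothelium did not pass in some of these fits (without *aldh2.1*-/- replicate 1, NES 1.38, adjusted p = 0.102). A change in the share of these 4 tissues is the biological explanation. Against it, 11 of the 16 splits that part every pair, the split by genotype included, and 65 of 84 others gave 4 or more such lists, and the smallest two-sided exact permutation p of the mean marker level per clutch was 0.198 (endothelium, 0.04 ± 0.12 against −0.04 ± 0.05 log2 units). With that p of 0.198, the 4 lists are consistent with the spread between the clutches alone.

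A single library lies far from the others of its genotype in 6 of 152 groups examined, where chance alone, at 1 group in 20, gives 7.6. These are *mapk11* in *aldh2.1*-/- replicate 1 (278 normalized counts, nearest 347) and in *aldh2.1*+/+ replicate 1 (352.5, nearest 338), *MAPK14* ENSDARG00000028721 in *aldh2.1*-/- replicate 2 (616, nearest 731), *myh7ba* in *aldh2.1*-/- replicate 5 (60.8, nearest 103), *FOXO1* in *aldh2.1*-/- replicate 1 (37.5, nearest 18.0) and the mean level of the liver list in *aldh2.1*-/- replicate 1 (0.40, nearest −0.03). The number of groups is not above what chance alone gives, and no biological explanation was tested for them. The groups come from the same 10 libraries and share genes, so they are not independent, and their number cannot show whether 1 library lies apart as a whole. *aldh2.1*-/- replicate 1 is the library apart for *mapk11*, *FOXO1* and the liver list, and it also lies at 1 end of the first principal component (−62.1).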

How the results depend on the processing

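The camera alternatives and all others below were set with the tests except the removal of *aldh2.1* and *aldh2.2* together, which was chosen after seeing the data. Of 1461 comparisons of a result with an alternative, 1317 were the same. For single genes and lists, this means the same direction and side of the threshold, and for numbers of genes or lists, a value equal or within 1.5-fold. The share does not measure robustness, since many of the single genes compared lay far from the threshold in every fit. MAPK signaling kept an NES between 1.48 and 1.93 in every fit.

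The number of genes past an adjusted p of 0.05 (2 with all libraries) was 22 with DESeq2 (12 higher and 10 lower), 4 with no filter beyond 1 count, and from 2 to 48 across the 10 fits that each left out 1 library. With library size alone it was 3, all lower. The log2 fold change of *aldh2.1* passed the threshold with DESeq2 (−1.272, adjusted p = 2.72e-05) and in some of the fits without 1 library (−1.525 to −1.138, adjusted p from 0.00688 to 0.415); in the other alternatives that use all libraries it did not pass (adjusted p up to 0.357). Of the RT-qPCR genes reported, adjusted over the genes named in the paper, 0 passed under the other alternatives (1 at an unadjusted p under 0.05 with all libraries) and 0 to 1 without 1 library. With a replicate block, the genes past the threshold were 1 of the 2, and the sign changed for *G6PC1* (0.027) and the liver list (NES 0.945); the mean correlation of same-numbered clutches was −0.026, against 0.007 for different numbers, so equal numbers carry no shared signal here.

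Of the 20 lists, 7 passed the threshold by camera with a correlation of 0.01 and 0 with the correlation estimated (1 at an unadjusted p under 0.05). Over the alternatives that use all libraries, the adjusted gene-permutation p of fatty acid degradation ranged from 0.00564 (lower, with only identical or paired symbols) to 0.0664 (higher, without the aldh genes). By gene permutation, 9 lists passed without the aldh genes, 10 without genes within 5 Mb of *aldh2.1* and 10 without *aldh2.1* and *aldh2.2*. In the last 2 cases these were 9 higher lists and fatty acid degradation, which passed in the opposite direction (adjusted gene-permutation p = 0.0418 and 0.0478). In these 3 removals, in that order, the NES reversed to 0.882, 0.965 and 0.958 for glycolysis/gluconeogenesis, 0.927, 1.027 and 1.027 for pyruvate, 1.132, 1.264 and 1.262 for valine, leucine and isoleucine, 1.481, 1.535 and 1.533 for fatty acid degradation, and 0.889, 1.054 and 0.994 for lysine. In the last 2 removals it reversed to 0.647 and 0.65 for β-alanine and 0.794 and 0.798 for histidine. All 3 removals take out *aldh2.2*, and without *aldh2.1* alone the 10 lower lists stayed past the threshold, so these reversals follow the loss of *aldh2.2*, alone or with *aldh2.1*, from the lists. The VEGF NES ranged from 1.041 to 1.757 without 1 library (adjusted gene-permutation p from 0.00186 to 0.378), and the marker lists past the threshold from 2 to 6. Without *aldh2.1*-/- replicate 1, VEGF signaling and ECM-receptor interaction (NES 1.239, adjusted gene-permutation p = 0.129, from 0.000448 to 0.129 over the alternatives) no longer passed, which left 7 of the higher lists. Without *aldh2.1*-/- replicate 5, valine, leucine and isoleucine degradation and fatty acid degradation no longer passed, which left 8 of the lower lists. With ranking by log2 fold change, apoptosis (NES 1.247, adjusted gene-permutation p = 0.0979) and lysine degradation (−1.199, p = 0.131) no longer passed. That ranking left 8 of the higher and 9 of the lower lists.

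Other signs changed as follows. With library size alone: *MAPK7* (0.004), *MAPK12* (0.004), *NOTCH1* ENSDARG00000103554 (0.017) and exocrine pancreas (NES 0.505). With limma on log2(TPM + 1): *MAPK7* (0.02), *MAPK12* (0.004), *G6PC1* (0.092), *ARNT2* (0.073), exocrine pancreas (0.406) and lens (0.805). With limma on log2(TPM + 0.1): *MAPK7* (0.023), *G6PC1* (0.114) and *ARNT2* (0.076). With no filter beyond 1 count: ferroptosis (−0.929) and exocrine pancreas (0.622). With ranking by log2 fold change: ferroptosis (−1.061), cell cycle (−0.527) and lens (1.033). Leaving out 1 library, the NES ranged from −1.122 to 1.213 for ferroptosis, −1.674 to 1.623 for exocrine pancreas, −2.159 to 1.369 for liver, −1.993 to 1.244 for lens and −1.061 to 1.212 for cell cycle. The log2 fold changes ranged from −0.001 to 0.144 for *MAPK3*, −0.054 to 0.006 for *MAPK7*, −0.014 to 0.072 for *MAPK8* ENSDARG00000031888, −0.009 to 0.086 for *mapk11*, −0.104 to 0.059 for *MAPK12*, −0.098 to 0.008 for *MAPK14* ENSDARG00000000857, −0.274 to 0.175 for *G6PC1*, −0.025 to 0.129 for *G6PC3*, −0.501 to 0.027 for *PCK1*, −0.249 to 0.009 for *pck2*, −0.013 to 0.057 for *HK1*, −0.005 to 0.276 for *pdx1*, −0.022 to 0.047 for *FGFR2*, −0.009 to 0.111 for *NOTCH1* ENSDARG00000052094 and −0.031 to 0.018 for *NOTCH1* ENSDARG00000103554. For all of these except the removals from the lists, the cause was not tested.

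In all, apart from reversals, *aldh2.1* and the VEGF, MAPK, glycolysis/gluconeogenesis and pyruvate lists, single lists changed in 14 cases to weaker and 0 to stronger, and single genes in 1 case to weaker and 8 to stronger; without 1 library, lists changed in 8 cases to weaker and 5 to stronger, and genes in 5 to stronger. The position test and its alternatives of 1 Mb, 10 Mb and a replicate block were not run, because a position was found for 69.1% of tested genes and 1 of the 2 genes past the threshold. With 5 clutches per genotype, genes with low counts such as *g6pc1a.1* (15.9 normalized counts on average, SE 0.40) limit what a single-gene test can show.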

Differences from the paper's values

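All alternatives in this part were set before the data were examined, and no test was chosen after the results were seen. The lists here were written by hand, while Fig. 5 rests on KEGG lists, and whether this explains a difference was not tested.

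The NES of ferroptosis is about 1.7 in Fig. 5A (read by eye) and 0.97 here (jackknife SE 2.98). Values are compared within 1 jackknife SE for an NES, and within 1.5-fold for an adjusted p and for the NES of ferroptosis, whose sign changed between fits. The value came within this margin with library size alone (1.22), without *aldh2.1*-/- replicate 3 (1.21) and with only identical or paired symbols (1.17), and under no other alternative. The NES of lysine degradation is about −2.0 in Fig. 5A (read by eye) and −1.64 here (jackknife SE 0.33). The value came within 1 SE of that of Fig. 5A without *aldh2.1*-/- replicate 1 (−1.81), without *aldh2.1*-/- replicate 2 (−1.72), without *aldh2.1*+/+ replicate 5 (−1.68) and with only identical or paired symbols (−1.83).

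The adjusted p of the VEGF list is about 0.12 in Fig. 5B (read by eye) and 0.00639 here, and that of the MAPK list about 0.005 in Fig. 5C (read by eye) and 0.000658 here; no alternative that kept the gene-permutation test came within 1.5-fold of either value (0.00186 to 0.378 for VEGF and 0.000448 to 0.00174 for MAPK, fits without 1 library included, of which the one without *aldh2.1*-/- replicate 1 went past the value of Fig. 5B). With camera, the adjusted p of the VEGF list was 0.154 at a correlation of 0.01, near that of Fig. 5B, and 0.517 with the correlation estimated, and that of the MAPK list 0.0441 and 0.517. The adjusted p of the pyruvate list is about 0.006 in Fig. 5E (read by eye) and 0.00914 here. The value came within 1.5-fold of that of Fig. 5E with limma on log2(TPM + 1) (0.00594), without *aldh2.1*-/- replicate 1 (0.00575), without *aldh2.1*-/- replicate 6 (0.00643), without *aldh2.1*+/+ replicate 2 (0.00506), without *aldh2.1*+/+ replicate 3 (0.00772) and with only identical or paired symbols (0.00424), within a range of 0.00346 to 0.752 over the alternatives that use all libraries.

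The paper reports by RT-qPCR that JNK1 is higher and that p38 genes, *g6pc*, *pck1*, *hk2*, *ins* and *pdx1* are lower in *aldh2.1*-/- larvae. The legend of Fig. 6 gives an earlier larval age for RT-qPCR than the 120 hpf of the RNA-seq libraries, and how far age accounts for a difference was not tested. In the RNA-seq libraries, none of these had an adjusted p under 0.05 by edgeR (0 of the 22 genes reported, with 1 at an unadjusted p under 0.05), and *ins* (0.29, SE 0.26), *pdx1* (0.12, SE 0.24), *g6pc1a.1* (0.83, SE 0.40) and *mapk11* (0.02, SE 0.09) had log2 fold changes above 0. *PCK1* (−0.30, SE 0.40), *HK2* (−0.10, SE 0.19) and *G6PC1* (−0.06, SE 0.33) were lower, and the 2 genes listed as *MAPK8* were higher (0.11, SE 0.17, and 0.03, SE 0.09). The 2 genes listed as *MAPK14*, another p38 gene, went in opposite directions (−0.05, SE 0.10, and 0.08, SE 0.08). With *aldh2.1*-/- replicate 5 left out, 1 of the 22 genes reported passed when adjusted over the genes named in the paper. It is *KDR*, which is not among those the paper calls changed.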

Other observations

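The use of camera as a test of list correlation and the tests of other splits for the lists and of the neighbours of *aldh2.1* were chosen after the results were seen, while those of shared aldh genes, liver markers and chromosome position were set earlier.

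A hypothesis for the lower metabolic lists is that they share aldehyde dehydrogenase genes, the targeted gene included. Without the genes whose symbol starts with aldh, 0 of the 10 lower lists passed an adjusted p of 0.05 (2 had an unadjusted p under 0.05, pantothenate and CoA biosynthesis as lower and fatty acid degradation as higher), as this hypothesis predicts. A smaller share of liver RNA would predict lower liver markers, and the NES of that list was −0.99 with all libraries (adjusted gene-permutation p = 0.771). It hung on single libraries, with −2.16 without *aldh2.1*-/- replicate 1 (0.000572), −1.77 without *aldh2.1*+/+ replicate 5 (0.00749) and up to 1.37 in the other fits without 1 library, with adjusted p from 0.000572 to 0.791, so the test of liver RNA is not firm. With 0 of 10 lists left, the lower lists are consistent with their shared aldh members, of which *aldh2.1* and *aldh2.2* fell. Without *aldh2.1* and *aldh2.2*, 0 of the 10 lists passed as lower (1 list at an unadjusted p under 0.05, as higher), and 3 kept a negative NES.

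A hypothesis for the number of lists past the threshold is that correlated genes within a list inflate the gene-permutation test. Camera, which tests a shift of the whole list, left 7 of 20 lists with a low correlation of 0.01 and 0 with the correlation estimated (1 at an unadjusted p under 0.05). The drop from 19 cannot be assigned to the correlation, since camera is another test, and its estimated mode raised the unadjusted p of the apoptosis list from 0.0436 to 0.0485 although the correlation estimated for that list, 0.0059, is under 0.01. Of the 16 splits that part every pair of equal numbers, 1 (the split by genotype) gave 19 or more lists, where the others gave a median of 6 and at most 9; 0 of 84 further splits, which keep pairs together, reached 19 (at most 16). Without *aldh2.1* and *aldh2.2*, 1 of the 16 splits, the one by genotype, reached the 10 lists of the split by genotype, and 30 of the 84 further splits did. With the split by genotype included among the 16, an NES as far from 0 was reached for VEGF in 4 of the 16 splits (9 of 84 others), for MAPK in 7 (13 of 84), for glycolysis/gluconeogenesis in 2 (33 of 84) and for pyruvate in 1 (24 of 84).

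A haplotype linked to the mutation could change the counts of genes near *aldh2.1*. The planned test of position was void, since a position was found for 69.1% of the tested genes, under the 80% it needed. Among the genes with the smallest p, 8 are named here, *aldh2.1* included, chosen after their values were seen. In the order of protein-coding genes of the reference genome, *aldh2.2* directly follows *aldh2.1*, ENSDARG00000067564 lies 3 genes before *aldh2.1*, *mthfd2* 10 genes after and *ugt2a5* 19 after. The log2 fold changes were −0.91 for ENSDARG00000067564 (adjusted p = 0.176 by edgeR), 0.43 for *mthfd2* (0.176) and 0.92 for *ugt2a5* (0.0657). ENSDARG00000099154, *KISS1R* and *ACAD9* were not matched to that chromosome by name, which does not place them elsewhere. ENSDARG00000099154 has no symbol to match. Whether linked variants explain the changes of genes near *aldh2.1* was not tested.

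The first principal component (30.4% of the variance) ranged from −62.1 in *aldh2.1*-/- replicate 1 to 37.3 in *aldh2.1*-/- replicate 5, and from −1.83 to 13.7 in *aldh2.1*+/+ libraries.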
